# Cellular and molecular alterations to muscles and neuromuscular synapses in a mouse model of *MEGF10*-related myopathy

**DOI:** 10.1186/s13395-024-00342-6

**Published:** 2024-05-17

**Authors:** Devin Juros, Mary Flordelys Avila, Robert Louis Hastings, Ariane Pendragon, Liam Wilson, Jeremy Kay, Gregorio Valdez

**Keywords:** *Megf10*, Myopathy, Myogenesis, Neuromuscular junction, Perisynaptic Schwann cells

## Abstract

Loss-of-function mutations in *MEGF10* lead to a rare and understudied neuromuscular disorder known as *MEGF10*-related myopathy. There are no treatments for the progressive respiratory distress, motor impairment, and structural abnormalities in muscles caused by the loss of MEGF10 function. In this study, we deployed cellular and molecular assays to obtain additional insights about *MEGF10*-related myopathy in juvenile, young adult, and middle-aged *Megf10* knockout (KO) mice. We found fewer muscle fibers in juvenile and adult *Megf10* KO mice, supporting published studies that MEGF10 regulates myogenesis by affecting satellite cell differentiation. Interestingly, muscle fibers do not exhibit morphological hallmarks of atrophy in either young adult or middle-aged *Megf10* KO mice. We next examined the neuromuscular junction (NMJ), in which MEGF10 has been shown to concentrate postnatally, using light and electron microscopy. We found early and progressive degenerative features at the NMJs of *Megf10* KO mice that include increased postsynaptic fragmentation and presynaptic regions not apposed by postsynaptic nicotinic acetylcholine receptors. We also found perisynaptic Schwann cells intruding into the NMJ synaptic cleft. These findings strongly suggest that the NMJ is a site of postnatal pathology in *MEGF10*-related myopathy. In support of these cellular observations, RNA-seq analysis revealed genes and pathways associated with myogenesis, skeletal muscle health, and NMJ stability dysregulated in *Megf10* KO mice compared to wild-type mice. Altogether, these data provide new and valuable cellular and molecular insights into *MEGF10*-related myopathy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13395-024-00342-6.

## Background

*MEGF10*-related myopathy is a rare disorder of limb weakness, difficulty with ambulation, and respiratory dysfunction caused by loss-of-function mutations in *MEGF10* (multiple EGF-like domains 10) [1]. This myopathy generally involves decreased and more variable muscle fiber size as well as other structural disruptions to muscles such as minicores and fibrosis [2, 3]. While it is known that *Megf10* is expressed by muscle satellite cells [4] and glial cells of the neuromuscular junction (NMJ) [1, 5], the cellular and molecular origin and timeline of muscle pathology due to loss of *Megf10* has not been thoroughly investigated.

MEGF10 is a transmembrane protein, the intracellular domain of which signals with NOTCH1 in activated satellite cells to promote their self-renewal [4, 6]. Loss of *Megf10* leads to precocious differentiation of satellite cells [4], suggesting that satellite cells are depleted in *Megf10* deficient muscles [7]. In support of this idea, one study found that a human patient with *MEGF10*-related myopathy had reduced satellite cell numbers [1] and other studies have found that mice with deletion of *Megf10* have impaired muscle regeneration following barium chloride muscle injury [6, 8]. However, studies have not characterized how precocious satellite cell differentiation due to loss of *Megf10* negatively impacts muscle health over time. Furthermore, there is evidence that additional factors are at play in the pathogenesis of *MEGF10*-related myopathy beyond impaired muscle regenerative potential; motor function is impaired in young adult *Megf10* knockout mice despite histology not showing signs of extensive muscle atrophy at this age [6].

An unexplored potential site of pathology in *MEGF10*-related myopathy is the NMJ, where MEGF10 protein has been found to localize in adult mice [1]. While fully differentiated muscle expresses *Megf10* at low levels [4], studies have shown that *Megf10* is expressed by the synaptic glia at the NMJ, known as perisynaptic Schwann cells (PSCs) [5, 9]. MEGF10 is important for the innervation of retinal interneurons [10], suggesting a potential role for MEGF10 in the proper innervation of muscles. MEGF10 is also used by glia such as astrocytes [11, 12] and satellite glial cells [13] for phagocytosis and migration, suggesting that MEGF10 in PSCs might be important for the maintenance or repair of the NMJ. As the proper functioning of the NMJ is vital for preserving muscle health and function [14], if the NMJ is perturbed in *MEGF10*-related myopathy it may contribute to the muscle pathology of this disease.

In this study, we investigated cellular and molecular changes to muscles and NMJs caused by loss of *Megf10*. We examined the structure of muscles and NMJs in male and female *Megf10* constitutive knockout (KO) mice at the juvenile, young adult, and middle-aged time points. We found that muscle mass was decreased in *Megf10* KO mice due to a decrease in fiber number and fiber size growth. However, we found no evidence that skeletal muscles atrophy at these ages. Additional analysis showed that the NMJ is a site of pathology in *Megf10* KO mice. We identified morphological abnormalities in the postsynaptic and presynaptic regions of the NMJ as well as in PSCs that have been found in aged and disease-afflicted NMJs. These findings suggest that MEGF10 may have important functions locally at the NMJ in addition to its role in satellite cells. In support of these cellular observations, transcriptomic analysis uncovered altered expression of genes related to muscle health, myogenesis, and synaptic stress in *Megf10* KO mice. Altogether, this study identifies novel cellular and molecular alterations in muscles and at NMJs of *Megf10* knockout mice that could potentially be used to develop treatments for *MEGF10*-related myopathy.

## Methods

### Animals

*Megf10*tm1b(KOMP)Jr mice [15] with homozygous knockout of the fourth exon are referred to as *Megf10* KO mice. S100β-GFP (B6;D2-Tg(S100b-EGFP)1Wjt/J) [16] and NG2-DsRed mice (Tg(Cspg4-DsRed.T1)1Akik/J) [17] were purchased from Jackson Labs (Bar Harbor, ME) and crossed to generate S100β-GFP; NG2-DsRed mice. Juvenile mice were 1 month old, young adult mice were 3–7 months old, and middle-aged mice were 10–14 months old, with the particular ages of mice used for each experiment described in the figure legends. For some experiments, *Megf10* KO mice were raised and sacrificed at Duke University and then shipped to Brown University for analysis. Other *Megf10* KO mice were bred, raised, and analyzed at Brown University. S100β-GFP; NG2-DsRed mice were raised and sacrificed at Brown University. All of the mice housed at Duke University or Brown University were housed in a 12 h light-dark cycle with *ad libitum* access to water and food. All experiments were carried out under NIH guidelines and those of the Institutional Animal Care and Use Committees of Brown University (Protocol# 22-09-0003) and Duke University (Protocol# A211-21-10).

### Immunohistochemistry

Antibodies used for immunohistochemistry (IHC) include: rabbit anti-synaptophysin antibody (1:100, Invitrogen, 180,130), rabbit anti-S100β antibody (1:400, Dako, Z0311), mouse IgG1 anti-neurofilament antibody (1:400, DSHB, 2H3-s), mouse IgG1 anti-SV2 antibody (1:400, DSHB, SV2- s), mouse IgG1 anti-NeuN antibody (1:500, Millipore Sigma, MAB377), guinea pig anti-VAChT antibody (1:1000, Millipore Sigma, AB1588), Alexa Fluor 488 conjugated polyclonal goat anti-mouse IgG1 (1:500, Thermo Fisher, A21121), Alexa Fluor 488 conjugated polyclonal goat anti-guinea pig (1:500, Thermo Fisher, A11073), Alexa Fluor 555 conjugated polyclonal goat anti-mouse IgG1 (1:500, Thermo Fisher, A21127), and Alexa Fluor 568 conjugated polyclonal goat anti-rabbit IgG (1:500, Invitrogen, 2,599,544). Alexa Fluor 488 conjugated alpha-bungarotoxin (1:500, Thermo Fisher, B13422) and Alexa Fluor 647 conjugated alpha-bungarotoxin (1:500, Invitrogen, B35450) were used to label nAChRs. Rhodamine-WGA (1:500, Vector Laboratories, RL-1022) was used to outline muscle fibers in cross section. DAPI (1:1000, Thermo Fisher, D1306) was used to label nuclei.

Muscles were dissected from mice following transcardial perfusion with 4% paraformaldehyde. For IHC of muscle cross-sections, tibialis anterior (TA) muscles were incubated in 30% sucrose in PBS overnight at 4 °C, cut in half perpendicular to their length with a razor, embedded in Tissue-Tek OCT compound (Sakura), and cross-sectioned at 16 μm with a cryostat. Muscle cross sections were placed on gelatin-coated glass microscope slides, washed in PBS, incubated in blocking buffer (5% BSA, 3% goat serum in PBS) for 1 h at room temperature and then incubated in WGA-Rhodamine and DAPI in blocking buffer for 1 h at room temperature, washed 3x in PBS, and covered in Vectashield (Vector Laboratories, H- 1000) before coverslip application. For IHC of NMJs, the extensor digitorum longus (EDL), soleus, diaphragm, and triangularis muscles were dissected and some were post-fixed for 1 min in ice-cold methanol and then washed 3x in PBS. Then, all of the muscles were incubated in blocking buffer (5% BSA, 3% goat serum, 0.5% Triton X-100 in PBS) for 1 h at room temperature, incubated in primary antibody diluted in blocking buffer overnight at 4 °C, washed 3x in blocking buffer, incubated in secondary antibody, DAPI and fBTX for 3 h at 4 °C, washed 3x in PBS, and mounted to microscope slides in Vectacshield. For IHC of motor neurons, spinal cords were dissected and immediately post-fixed in 4% paraformaldehyde for 2 h at 4 °C, washed 3x in PBS, incubated in 30% sucrose in PBS overnight at 4 °C, embedded in Tissue-Tek OCT compound, and the lumbar region was cross-sectioned at 50 μm with a cryostat. Spinal cord cross sections were placed on gelatin-coated glass microscope slides, washed in PBS, incubated in blocking buffer (5% BSA, 3% goat serum, 0.1% Triton X-100 in PBS) for 1 h at room temperature, incubated in primary antibody diluted in blocking buffer overnight at 4 °C, washed 3x in blocking buffer, incubated in secondary antibody for 3 h at 4 °C, washed 3x in PBS, and covered in Vectashield before coverslip application.

### Confocal Microscopy

Confocal images were obtained with a Zeiss LSM 900 laser scanning confocal microscope (Carl Zeiss Microscopy, Berlin, Germany) equipped with 405, 488, 561, and 640 nm lasers using a 20 × (0.8 numerical aperture) or a 63 × (1.4 numerical aperture) objective. Maximum intensity projections and stitching of tile scans were generated using Zeiss Zen Black software.

### Confocal image analysis

All confocal image analysis was performed in ImageJ software (version 2.1.0/1.53c). For all analyses, the genotype (and sex, when appropriate) was blinded to the analyst. Muscle fiber analysis was performed on TA cross-sections stained with fWGA/DAPI, with 4 cross sections analyzed per mouse. Muscle fiber number was counted by hand from a single TA cross section. Muscle fiber size and central nuclei prevalence were measured using an average of 355 fibers randomly sampled across the 4 cross sections using the fractionator method [18]. Muscle fiber size was measured by outlining each muscle fiber using the polygon tool in ImageJ to measure minimum Feret’s diameter. These fibers were identified as having a central nucleus if the muscle fiber had at least one DAPI-labeled nucleus within the muscle fiber (i.e. not touching the edge of the fWGA stained muscle fiber).

NMJ presynapse and postsynapse analyses were performed on whole mounted EDL, soleus, and diaphragm muscles stained for synaptophysin and with fBTX labeling of nAChRs. Postsynaptic fragmentation was measured as the number of discrete, non-touching fBTX + nAChR islands per NMJ, with an average of 49 NMJs analyzed per mouse. The following analyses were performed on the diaphragm only, with an average of 12 NMJs analyzed per mouse. Receptor area was determined by measuring the area of fBTX + pixels at a given NMJ following signal thresholding in ImageJ. Dispersion index was captured at the same time in ImageJ by collecting Shape Descriptors which includes Solidity, which is the area of fBTX staining divided by the area of a perimeter around all of the fBTX staining. Junctional area, which is the area of the perimeter around the fBTX + AChR islands, was then derived by dividing the receptor area by the dispersion index. Innervation was determined by measuring the total area of fBTX signal for each NMJ and subtracting the area of fBTX AChRs lacking an apposing synaptophysin + axon terminal (i.e. subtracting the area of denervated AChRs), and then dividing these values. Postsynaptic coverage was determined by measuring the total area of the synaptophysin + axon terminal and subtracting the area of synaptophysin + axon terminal lacking opposing fBTX + AChRs, and then dividing these values.

PSC number and morphology analyses were performed on whole mounted triangularis muscles stained for S100β, SV2, and neurofilament, and with fBTX/DAPI, with an average of 23 NMJs analyzed per mouse. NMJs were selected for imaging that were en face and near the surface of the muscle tissue, as this allows best imaging of NMJ morphology. PSCs were counted per NMJ using the counter tool in ImageJ, being identified as S100β-positive cells with a nucleus/cell body apposed to postsynaptic nAChRs. PSC sprouts were identified as extensions of PSCs away from the NMJ that are at least 3 μm long using the line selection tool in ImageJ, as described previously [5]. Migrating Schwann cells (SCs) were identified as S100β-positive cells that have a cell body which is not apposed to the postsynaptic nAChRs but have sprouts which are both continuous with the rest of the PSC processes over the postsynapse and extending away from the NMJ, as described previously [5].

Motor neuron number and size analyses were performed on lumbar spinal cord cross sections stained for NeuN and VAChT. Measurements were collected from both ventral horns of a single spinal cord cross section per mouse and then averages were taken between them. Alpha motor neurons were counted per ventral horn using the counter tool in ImageJ, identified as large NeuN + cells in the ventral horn of the spinal cord with VAChT + punctae along the soma and dendrites. The large size of alpha motor neurons and their location within the ventral horn was used to distinguish alpha motor neurons from other cholinergic neurons. Soma size was measured per alpha motor neuron using the polygon tool in ImageJ in the Z-slice in which the soma size was greatest, with an average of 20 motor neurons analyzed per mouse. Edge artifacts were avoided for this analysis by only analyzing alpha motor neuron that were fully captured in the Z-stack.

### Transmission Electron Microscopy

One 6-month-old female wild-type mouse and one 6-month-old female *Megf10 KO* mouse were perfused transcardially with 0.1 M sodium cacodylate buffer with 2mM calcium chloride and 100mM sucrose at pH 7.4 at room temperature, followed by the same buffer with 2% PFA and 3% glutaraldehyde. The smallest segment of the EDL was immediately dissected and then fixed overnight at room temperature in 2% PFA, 3% glutaraldehyde in buffer. The EDL segments were cut in half perpendicular to their length with a razor blade near the endplate band. The muscle pieces were washed in buffer and then stained in 1% osmium tetroxide (Sigma Aldrich, 75,632), 1% ferrocyanide (Sigma Aldrich, P3289) in buffer for 5 h at room temperature. The muscles were then washed in ddH2O and then stained with 1% uranyl acetate for 2 h at room temperature. Muscles were washed in ddH2O and then dehydrated in graded ethanol at 30%, 50%, 70%, 90%, 95%, and 100% ethanol for 20 min at each step. After three 10-minute washes in 100% ethanol, the muscles were embedded in SPURR Low Viscosity Embedding Kit, Hard Mix (EMS, Cat #14,300). A Leica EM UC7 Ultramicrotome was used to trim the blocks with a razor blade and then a diamond knife, and then a diamond knife was used to obtain approximately 20 100 nm cross sections per sample. Then, to sample at different depths within the tissue and image different NMJs, 45 μm of tissue was discarded and then another 20 100 nm cross sections were collected per sample. These sections were mounted on bare 200 mesh or 300 mesh copper grids, which were then imaged by a Philips EM410 Transmission Electron Microscope with a NANOSPRT5 camera and AMT V701 software. Digital images of muscle fibers and NMJs were captured from sections at magnifications between 21,000x and 38,000x. In total, images of 28 young adult wild-type NMJs and 29 young adult Megf10 KO NMJs were taken. It was not possible to determine which of these images were of different NMJs or whether images were of the same NMJ at different depths, but imaging at two different depths within the tissue increases the likelihood that we sampled several different NMJs per mouse. For analysis of axon terminal synaptic vesicles and mitochondria, 37 wild-type and 21 Megf10 KO synaptic regions with the best delineation of these ultrastructural features were analyzed from these NMJs. A synaptic region is defined as a synaptic gutter and its apposing axon terminal. The muscle, axon terminal, and PSCs in each image were identified by morphology. Adobe Photoshop 2022 (version 23.2) was used to pseudocolor each of these cell types red, blue, and green, respectively.

Transmission electron micrographs were analyzed in ImageJ. PSC processes intruding in the synaptic cleft were identified as NMJs with PSC processes that extended at least 200 nm into the synaptic cleft. Loss of junctional folds was identified as NMJs with at least 20% of the postsynapse lacking junctional folds. Synaptic vesicle density and mitochondria density were calculated for motor axon terminals in which these structures were easily identifiable by dividing counts of synaptic vesicles and mitochondria by the area of the motor axon terminal which was measured using the polygon tool in ImageJ. Mitochondria density was calculated for muscle postsynaptic regions in which these structures were easily identifiable by dividing counts of mitochondria by the area of an arch-shaped region emanating 1 μm from the synaptic cleft into the muscle which was measured using the polygon tool in ImageJ.

### Fluorescence activated cell sorting (FACS) of PSCs

Young adult (4–5 month old) female S100β-GFP; NG2-DsRed mice were sacrificed and the hindlimb muscles were immediately collected and dissociated in 2 mg/mL collagenase II (Worthington Chemicals, Lakewood, NJ) followed by mechanical trituration. A single cell suspension was created with a 40 μm filter, and then excess debris was removed by centrifugation in 4% BSA followed by centrifugation in 40% Optiprep solution (Sigma-Aldrich, St. Louis, MO) from which the interphase was collected. A BD FACS Melody Cell Sorter (BD Biosciences) was used to perform FACS. Each replicate was a single mouse, and approximately 5,000 PSCs and 30,000 other SCs were collected per replicate.

### qPCR

RNA was isolated from whole soleus muscle or from FACS-isolated PSCs and other SCs. RNA was isolated from whole muscle by Azenta. RNA was isolated from the PSCs and other SCs using the PicoPure RNA Isolation Kit (Thermo Fisher). All of the RNA was then reverse transcribed with iScript (BioRad, Hercules, CA). The cDNA from isolated PSCs and other SCs was preamplified with SsoAdvanced PreAmp Supermix (Bio-Rad, 1,725,160). Then, qPCR was performed on all samples with iTAQ SYBR Green Supermix (Bio-Rad, 1,725,121) using 300 nM primers for *Megf10* (F: CAACTCCAGCCAACAGGAATG, R: GCAGCAGGTCATAATGGCAAG), *Fgfbp1* (F: ACACTCACAGAAAGGTGTCCA, R: CTGAGAACGCCTGAGTAGCC), *Pax7* (F: GCGAGAAGAAAGCCAAACAC, R: GTCGGGTTCTGATTCCACAT), *Chrng* (F: GCTCAGCTGCAAGTTGATCTC, R: CCTCCTGCTCCATCTCTGTC), *Myh3* (F: CTTCACCTCTAGCCGGATGGT, R: AATTGTCAGGAGCCACGAAAAT), and *Gapdh* (F: CCCACTCTTCCACCTTCGATG, R: GTCCACCACCCTGTTGCTGTAG) on a CFX Connect Real Time PCR System (Bio-Rad). Expression values were normalized to *Gapdh* using the 2-ΔΔCT method.

### RNA-seq and analysis

Female 7-month-old WT and *Megf10* KO mice were euthanized and the soleus muscle was immediately dissected and frozen in liquid nitrogen. RNA isolation and bulk RNA-seq were subsequently performed by Azenta with 4 replicates per genotype (i.e. WT and *Megf10* KO) at a sequencing depth of 30 million reads per sample. Trimming of the RNA-seq data for quality and to remove adaptors was performed using Trimmomatic v.0.36 [19] and the Nextera TruSeq paired-end adapter (TruSeq3-PE-2.fa). Then, transcripts were indexed, aligned, and quantified by Salmon v.0.11.3 [20]. Examination of QC summary statistics was performed using FastQC v0.11.5 and MultiQC v1.0 [21]. After alignment, R statistical software v4.1.2 was used to generate lists of differentially expressed genes. Ensemble transcript IDs were converted to gene IDs by Biomart [22]. Salmon quantification files were imported using Tximport [23]. Differentially expressed genes were determined by DESeq2 [24]. Count reads of 5 or less were filtered out before running DESeq2. EnhancedVolcano was used to generate volcano plots [25]. Functional and pathway analysis was performed using Ingenuity Pathway Analysis (QIAGEN Inc, https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis). The computational resources and services at the Center for Computation and Visualization, Brown University, supported this analysis.

### Statistics

Comparisons between two groups were made using an unpaired Student’s t-test or Welch’s unpaired Student’s t-test, depending on the results of an F-test of variance. When the groups in the experiment had more than two variables, comparisons were made with a two-way ANOVA and Tukey’s post-hoc analysis. GraphPad Prism (Version 9.5.1) was used for all statistical analyses and graph generation. A biological replicate was defined as a single mouse for all experiments except electron microscopy analysis where a biological replicate was defined as a single NMJ cross section. Biological replicate numbers are provided in the figure legends. Data are expressed as mean + standard deviation.

## Results

### Fewer muscle fibers are formed in *Megf10* KO mice

Patients with *MEGF10*-related myopathy have decreased muscle mass and strength [1, 26] accompanied by decreased muscle fiber size and structural abnormalities [1, 2]. Studies of *Megf10* knockout (KO) mice have demonstrated that these pathologies may at least sprout due to the depletion of satellite cells [6, 8]. Yet it is not known how loss of *Megf10* impacts the formation, growth, and eventual atrophy of muscle fibers. To better understand this process, we first examined muscles from juvenile (1-month-old) and young adult (3-month-old) male WT and *Megf10* KO mice. We observed a ∼ 20% decrease in muscle fiber number in the tibialis anterior (TA) muscle of juvenile *Megf10* KO mice which persisted into young adulthood (Fig. 1A-B). However, this occurred in the absence of muscle atrophy. Muscle fibers were similar in size (Fig. 1C), size distribution (Fig. S1A), and location of their myonuclei (Fig. S1C), in the TA muscles of *Megf10* KO mice compared to age- and sex-matched control mice. Consistent with the TA in young adult *Megf10* KO mice having fewer muscle fibers, the TA mass is smaller in *Megf10* KO mice compared to control mice (Fig. 1D-E). The soleus mass is also reduced (Fig. 1F), but not the mass of the extensor digitorum longus (EDL) (Fig. S2A) in young adult *Megf10* KO mice.

**Fig. 1:**
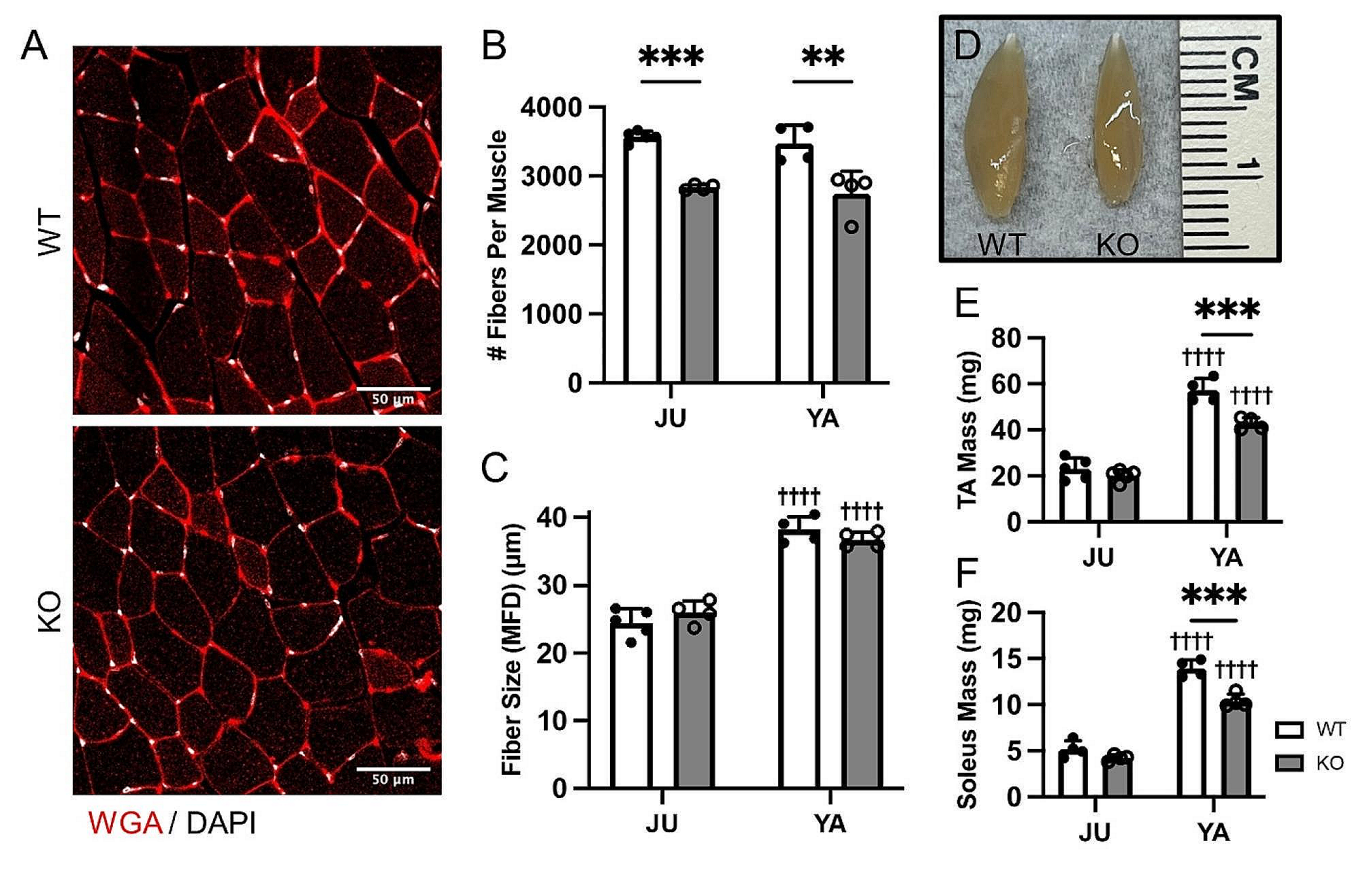
Muscle fiber formation is impaired in *Megf10* KO mice. (**A**) Representative images of tibialis anterior (TA) muscle cross sections from young adult male WT and *Megf10* KO mice. TA cross sections from juvenile and young adult male WT and *Megf10* KO mice were examined for (**B**) fiber number per TA and (**C**) fiber size (minimum Feret diameter (MFD)). (**D**) Representative image of isolated TA muscles from young adult male WT and *Megf10* KO mice. Whole muscle mass was recorded for the (**E**) TA and (**F**) soleus muscles. Two-way ANOVA with Tukey’s multiple comparison test for statistical analysis. Values represented as mean + SD. **p < 0.01, ***p < 0.001 versus WT. ^††††^*p* < 0.0001 versus juvenile. JU (juvenile, 1 mo), YA (young adult, 3 mo)

### Muscle fiber growth is attenuated in adult *Megf10* KO mice

Next, we assessed whether *Megf10* KO muscles at later ages accrued additional pathological features such as muscle atrophy or impaired muscle growth. For this, we examined muscles from young adult (3-month-old) and middle-aged (12-14-month-old) female WT and *Megf10* KO muscles. Similar to the younger time points, we found a consistent ∼ 20% decrease in muscle fiber number (Fig. 2A-B) and no change in indicators of muscle atrophy in middle-aged *Megf10* KO mice (Fig. 2C) (Fig S1B, D). Electron micrographs showed no additional pathological features in myofibrils, sarcoplasmic reticulum, myonuclei, or muscle mitochondria in *Megf10* KO muscle (Fig. S3). It is important to note that fiber size increased between young adulthood and middle age in WT mice but not in *Megf10* KO mice (Fig. 2C), suggesting that muscle fiber growth is impaired in *Megf10* KO mice transitioning from young adulthood to middle-age.

**Fig. 2:**
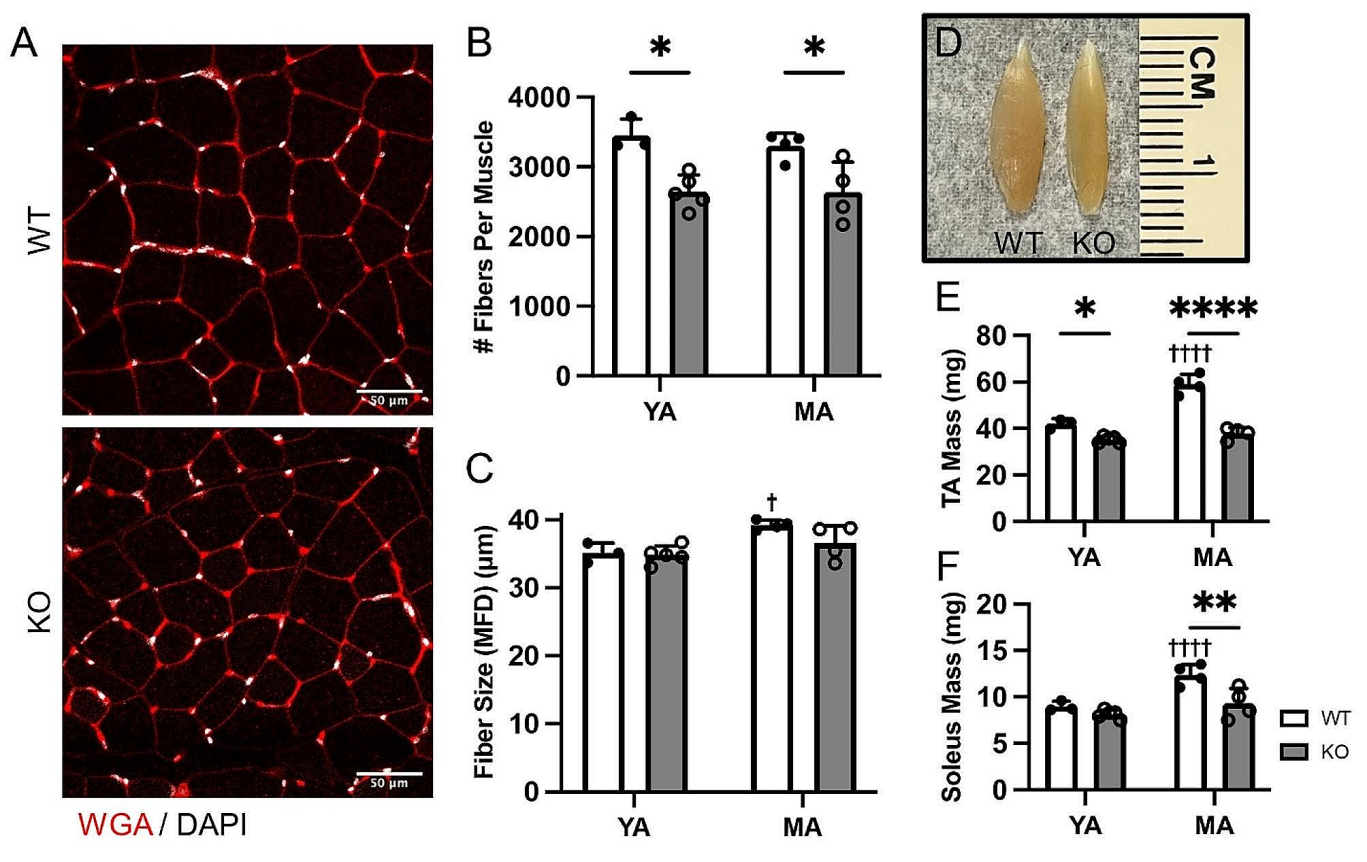
Muscle fiber growth is decreased in *Megf10* KO mice. (**A**) Representative images of tibialis anterior (TA) muscle cross sections from middle-aged female WT and *Megf10* KO mice. TA cross sections from young adult and middle-aged female WT and *Megf10* KO mice were examined for (**B**) fiber number per TA and (**C**) fiber size (minimum Feret diameter (MFD)). (**D**) Representative image of isolated TA muscles from middle-aged female WT and *Megf10* KO mice. Whole muscle mass was recorded for the (**E**) TA and (**F**) soleus muscles. Two-way ANOVA with Tukey’s multiple comparison test for statistical analysis. Values represented as mean + SD. *p < 0.05, **p < 0.01, ****p < 0.0001 versus WT. ^†^*p* < 0.05, ^††††^*p* < 0.0001 versus young adult. YA (young adult, 3 mo), MA (middle-aged, 12–14 mo)

Consistent with a decrease in fiber number and fiber growth, the TA mass is reduced in young-adult and middle-aged *Megf10* KO mice compared to WT mice (Fig. 2D-E). Interestingly, the TA mass did not increase in mass as *Megf10* KO mice transition into middle-age, in stark contrast to the TA in WT mice (Fig. 2D-E). Similar patterns were observed in the soleus (Fig. 2F) but not in the EDL (Fig. S2B) muscles. The lower muscle mass may explain why middle-aged *Megf10* KO mice weight less than WT mice (Fig. S4). Together, these results suggest that loss of *Megf10* impairs muscle fiber formation during development and muscle fiber growth in adulthood but does not cause significant muscle atrophy. The similarities in EDL mass between WT and *Megf10* KO mice suggest that the impact of *Megf10* deletion on muscle fiber formation and fiber growth may not be consistent across all muscles.

### NMJs prematurely acquire age- and disease-related features in *Megf10* KO mice

While there is evidence that MEGF10 is enriched at the NMJ in adult mice [1], it has yet to be determined if NMJ degeneration occurs in *Megf10* KO mice or in patients with *MEGF10*-related myopathy. To shed light on this, we examined the impact of *Megf10* deletion on NMJ integrity in mice. We observed robust structural changes in NMJ postsynapses that are associated with muscular dystrophies, aging, and amyotrophic lateral sclerosis (ALS) [14, 27] in the diaphragm muscle of juvenile, young adult, and middle-aged *Megf10* KO mice. These included a progressive increase in postsynaptic fragments (Fig. 3A-C), area occupied by nAChRs (Fig. 3D), total endplate area (Fig. S5A), and dispersion of nAChRs (Fig. S5B) in *Megf10* KO mice. Increases in postsynaptic fragments were also observed in the soleus of *Megf10* KO mice in the young adult and middle-aged groups but only in the young adult age group for the EDL (Fig. S6). While *Megf10* KO NMJs were innervated to a similar extent as WT NMJs in the diaphragm (Fig. 3E), there was a decrease in the apposition between the pre- and postsynapse such that there were more presynaptic regions not apposed by the postsynapse (Fig. 3F). That NMJs acquire structural abnormalities in otherwise healthy muscle fibers suggest that MEGF10 plays important roles specifically at the NMJ.

**Fig. 3:**
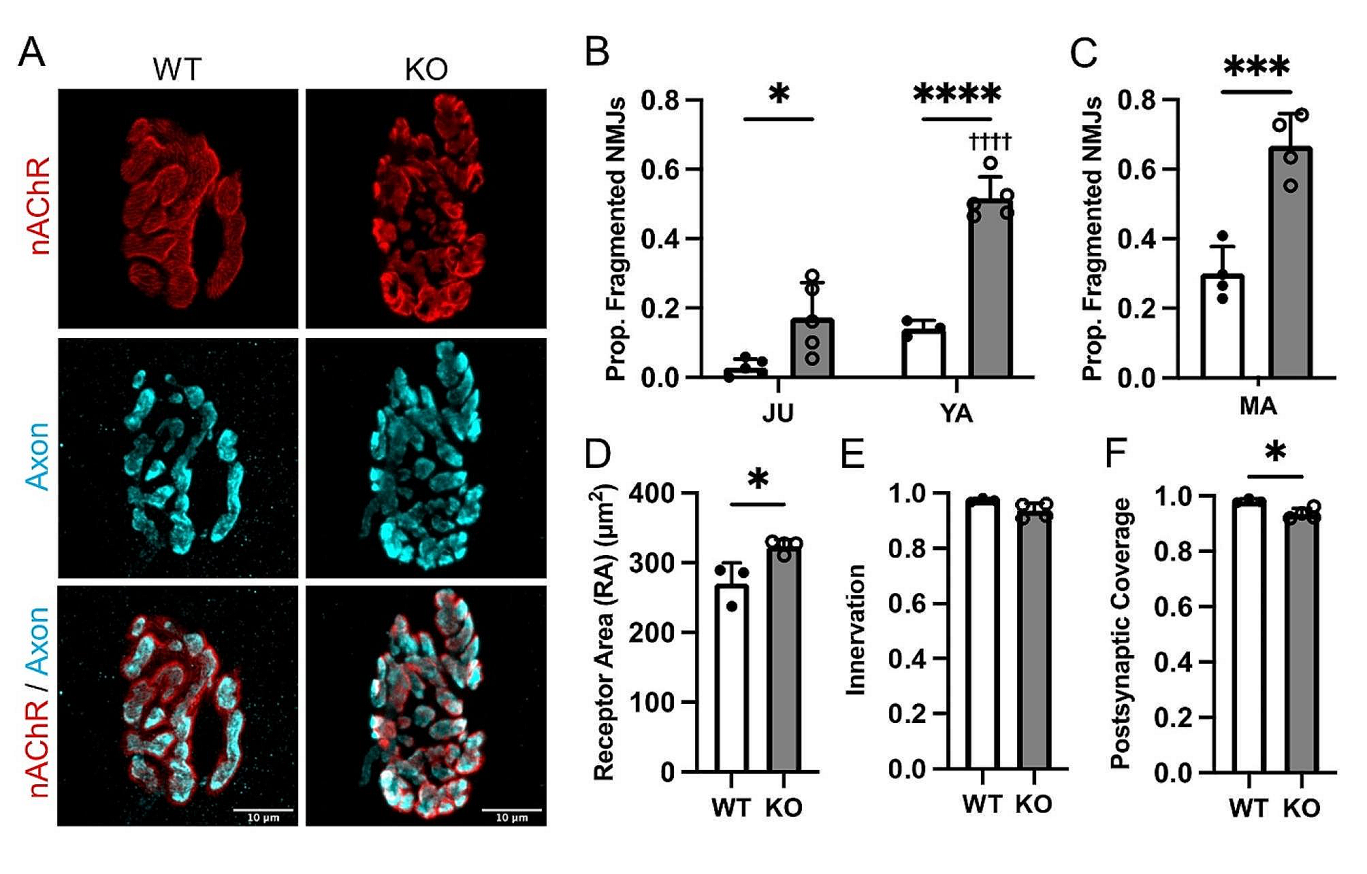
NMJ postsynaptic fragmentation and impaired apposition of the pre- and postsynapse in *Megf10* KO mice. (**A**) Representative images of the NMJ presynapse labeled against synaptophysin (cyan) and and postsynaptic nicotinic acetylcholine receptors (nAChRs) labeled with fBTX (red) from male juvenile WT and *Megf10* KO diaphragm muscles. (**B**) Male and (**C**) female postsynapses were analyzed for the proportion NMJs with postsynaptic fragmentation (> 4 distinct nAChR islands). Young adult male diaphragms were then analyzed for postsynaptic (**D**) receptor area (area of nAChRs), (**E**) junctional area (area of a perimeter around the nAChRs), and (**F**) dispersion index (receptor area / junctional area). In young adult male diaphragms, the apposition of the pre- and postsynaptic stains for the NMJ was assessed to determine the (**G**) innervation status (proportion of the postsynaptic nAChRs innervated by the motor axon terminal) and (H) postsynaptic coverage (proportion of the motor axon terminal apposed by postsynaptic nAChRs). Two-way ANOVA with Tukey’s multiple comparison test (B) or unpaired two-sided Student’s t-test (C-H) for statistical analysis. Values represented as mean + SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus WT. ^††††^*p* < 0.0001 versus juvenile. JU (juvenile, 1mo), YA (young adult, 3 mo), MA (middle-aged, 12-14 mo)

### Electron microscopy reveals additional cellular abnormalities in NMJs of *Megf10* KO mice

Transmission electron micrographs (TEMs) from young adult (6-month-old) WT and *Megf10* KO EDL cross sections uncovered additional NMJ abnormalities in the postsynapse, presynapse, and PSC components of the NMJ (Fig. 4A-B). PSCs intruded more frequently into the synaptic cleft of *Megf10* KO NMJs (WT: 6 of 28, KO: 19 of 29) (Fig. S7). This intrusion is also observed at aging NMJs [5], a cellular alteration suggested to impair neurotransmission at NMJs [28, 29]. TEMs also showed that presynapses of *Megf10* KO mice have decreased synaptic vesicle (SV) density (WT: 99 ± 33.7 SVs/µm^2^, KO: 90.2 ± 33.9 SVs/µm^2^) and mitochondria density (WT: 4.6 ± 2.7 mitochondria/µm^2^, KO: 3.4 ± 1.7 mitochondria/µm^2^) (Fig. 4C-D), which has been noted in a mouse model of spinal muscular atrophy and could indicate a difference in synaptic activity [30]. Additionally, the density of muscle mitochondria situated directly next to the NMJ postsynapse was increased in *Megf10* KO mice (WT: 2.8 ± 2.0 mitochondria/µm^2^, KO: 3.4 ± 1.9 mitochondria/µm^2^) (Fig. 4E), which is a change that has not been previously described, to our knowledge, but may indicate increased metabolic demand of the NMJ on the muscle. We also observed more postsynaptic regions lacking junctional folds in *Megf10* KO mice (WT: 11 of 28, KO: 18 of 29), an NMJ phenotype seen in aged mice [5] and laminin-β2 deficient mice [29].

**Fig. 4:**
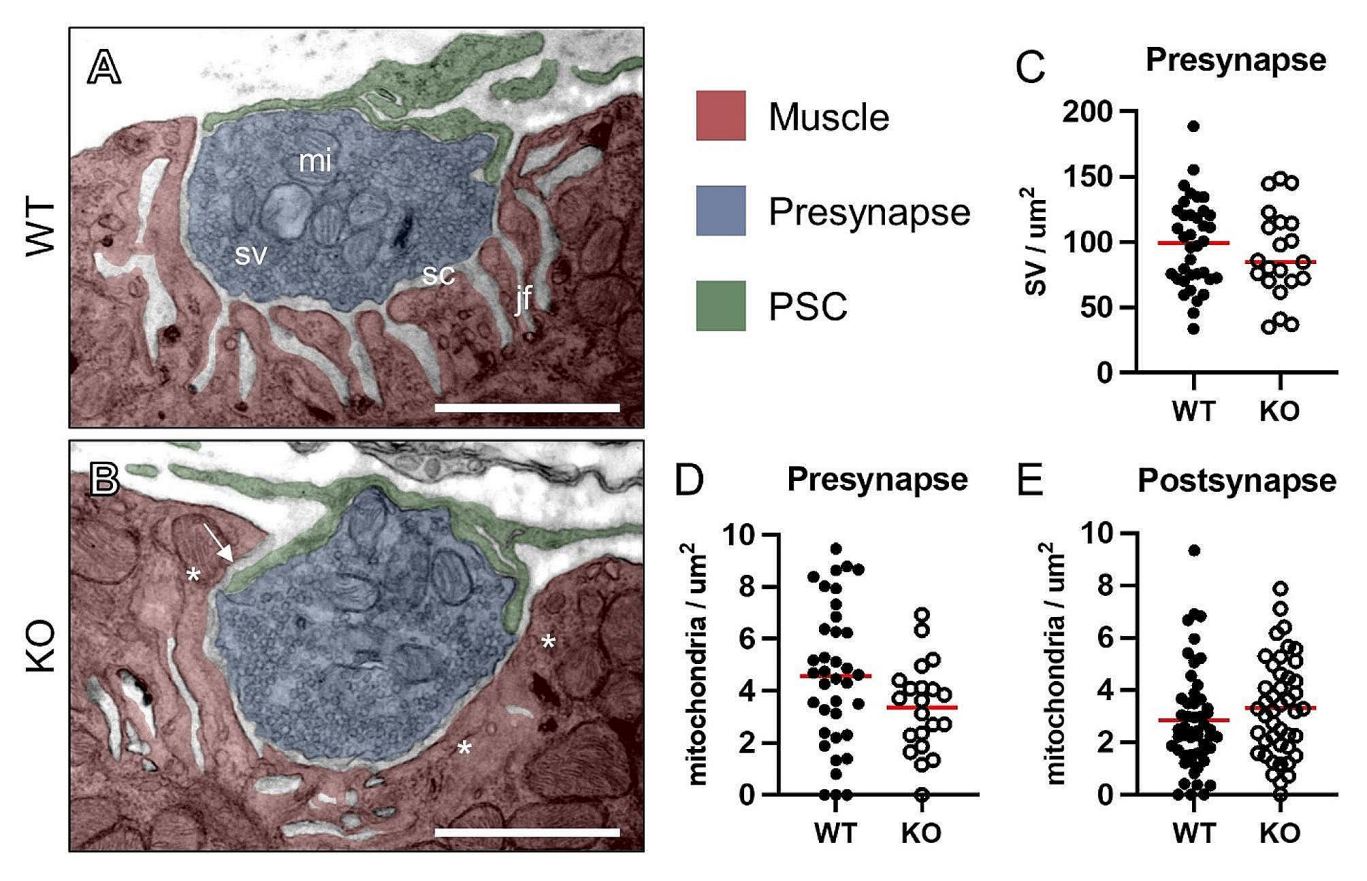
Ultrastructural abnormalities in *Megf10* KO NMJs. (**A-B**) Representative transmission electron micrographs of NMJs in cross sections from young adult (6 mo) female WT and *Megf10* KO extensor digitorum longus (EDL) muscles. (A) WT NMJs with the labels for synaptic vesicles (sv), the synaptic cleft (sc), mitochondria (mi), and junctional folds (jf). (B) *Megf10* KO NMJ showing loss of junctional folds on the postsynapse (*) and intrusion of PSC processes into the synaptic cleft (arrow). Density of (**C**) synaptic vesicles in the presynapse, (**D**) mitochondria in the presynapse, and (**E**) mitochondria in the postsynapse are quantified, with red horizontal lines indicating means. Scale bars are 1 μm. *n* = 1, ∼ 30 NMJs analyzed per mouse

### PSC numbers are unchanged in *Megf10* KO mice

MEGF10 has been shown to play important roles in mediating glial functions [11–13]. Our group previously discovered that *Megf10* is enriched in PSCs compared to other Schwann cells (SCs) in skeletal muscles using RNA-seq [5, 31]. We validated these results in PSCs and other SCs isolated from young adult (4-5-month-old) S100-GFP; NG2-DsRed mice using qPCR (Fig. 5A). We next used an antibody against S100B to determine whether *Megf10* deletion leads to age-related characteristics of PSCs such as hyperproliferation, migration away from the NMJ, and formation of sprouts [5]. We found no differences in PSC numbers (Fig. 5B-C), migration (Fig. 5D), or formation of sprouts (Fig. 5E) between young adult (3-month-old) *Megf10*-deficient and WT mice. Further investigation is needed to determine whether *Megf10* plays additional roles in PSCs, such as in mediating their phagocytic activity, tiling, and guidance of innervating motor axons.

**Fig. 5:**
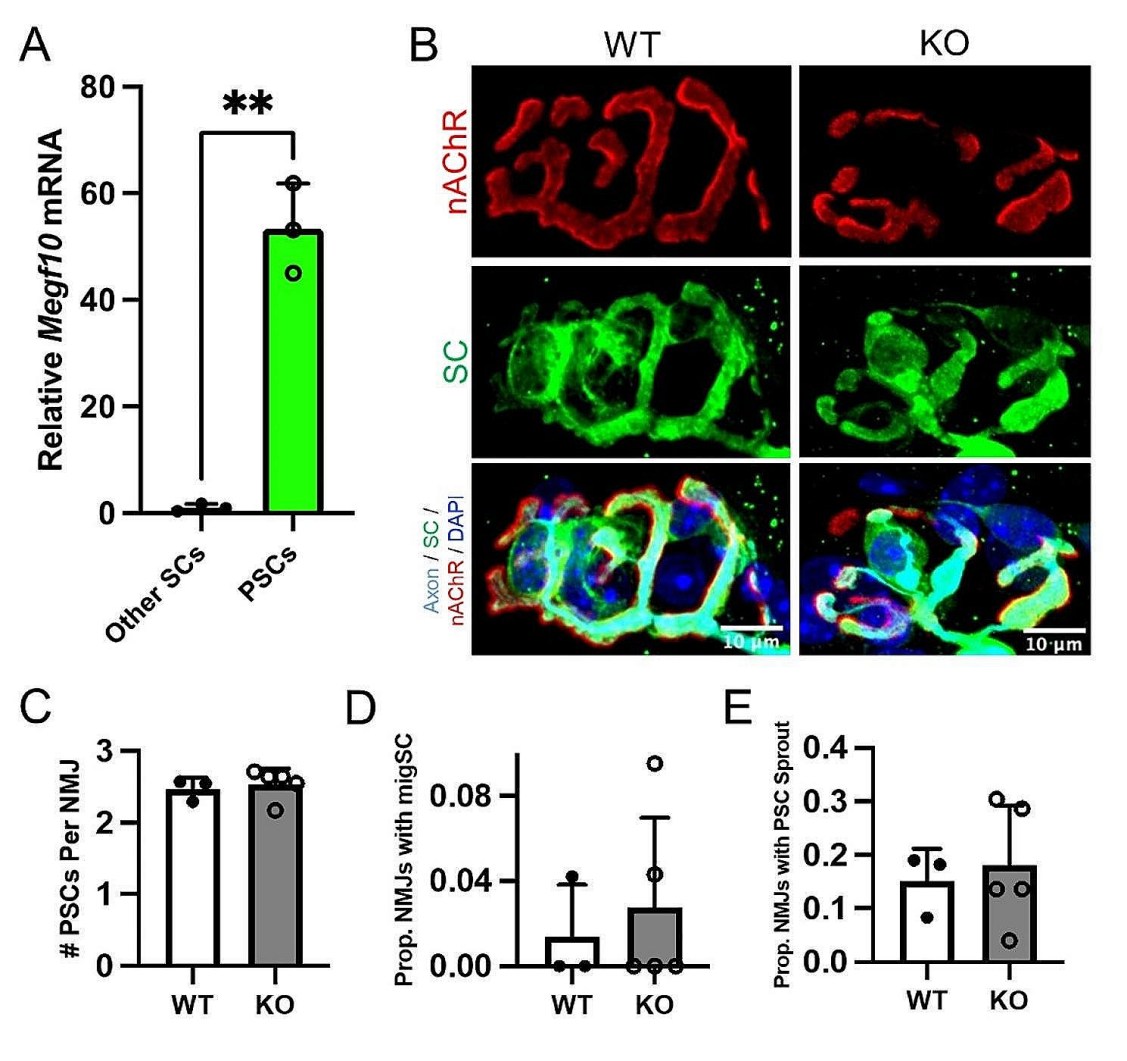
*Megf10* KO NMJs do not have disrupted PSC number or sprouting. (**A**) qPCR for *Megf10* on FACS-isolated PSCs and other SCs from young adult (4–5 mo) female S100B-GFP; NG2-dsRed mice. (**B**) Representative images of NMJ postsynapses stained with fBTX (red), Schwann cells stained against S100B (green), presynapses and axons stained against SV2 and neurofilament (cyan), and postsynapses stained with DAPI (blue) from young adult (3 mo) male WT and *Megf10* KO triangularis. PSCs are identified as S100B + Schwann cells overlying the NMJ postsynapse. These images were analyzed for (**C**) PSC number per NMJ, (**D**) the proportion of NMJs with a migrating Schwann cell, or (**E**) the proportion of NMJs in which PSCs extend sprouts away from the NMJ. Unpaired 2-sided Student’s t-test for statistical analysis. Values represented as mean + SD. **p < 0.01

### Motor neuron somas are spared in *Megf10* KO mice

We asked whether the effects of *Megf10* deletion on motor axon terminals, revealed by electron microscopy, extend to the soma. We visualized motor neurons by immunostaining for the pan-neuronal marker, NeuN, and C-boutons, cholinergic inputs that terminate on the soma of motor neurons (Fig. 6A). Our analysis revealed no change in either the number (Fig. 6B) or size (Fig. 6C) of lumbar motor neurons in *Megf10* KO compared to age- and sex-matched WT young adult (3-month-old) mice. Thus, the presynaptic alterations in *Megf10* KO appear to result from either changes locally at the NMJ or elsewhere in skeletal muscles.

**Fig. 6:**
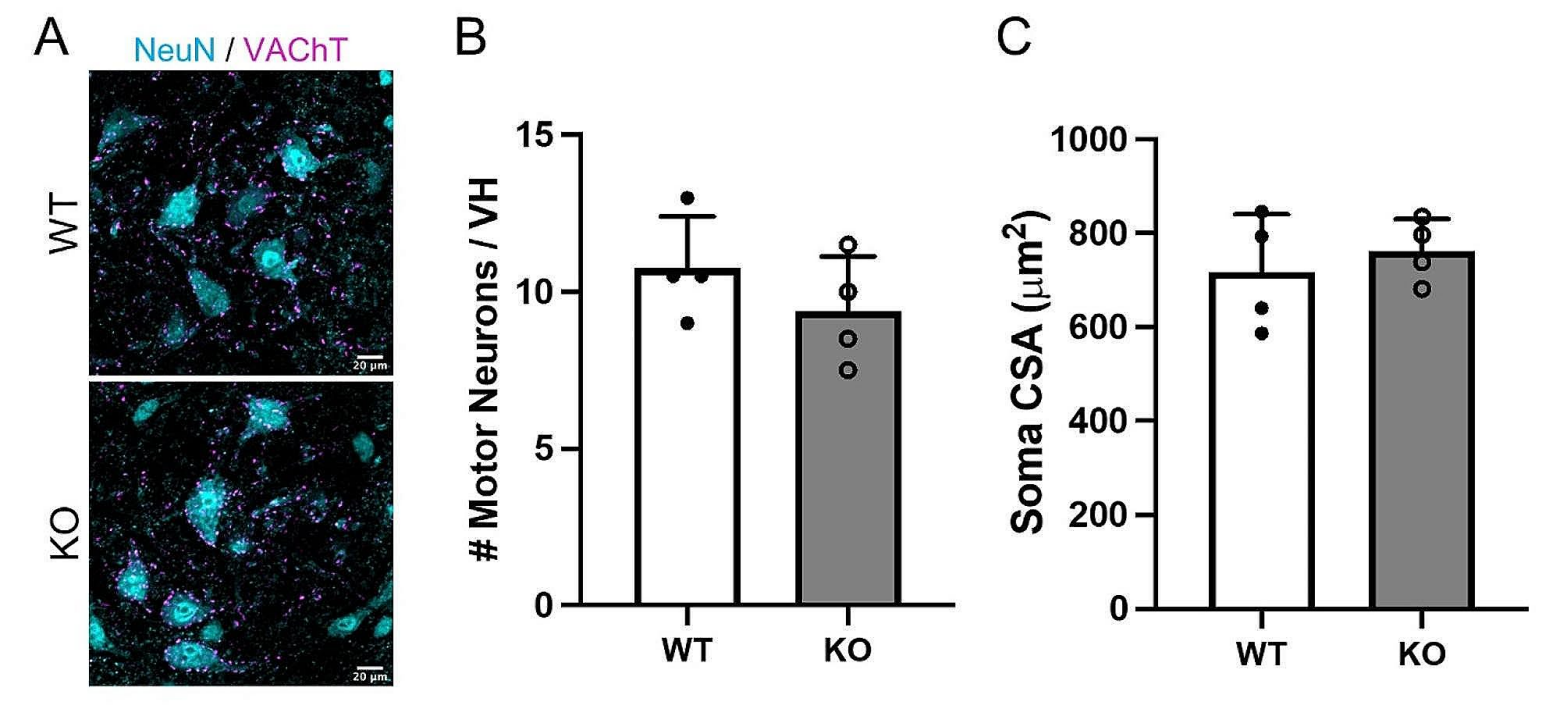
Motor neuron density and soma size are unaffected by *Megf10* KO. (**A**) Representative images of neurons labeled with NeuN (cyan) and cholinergic synapses stained against VAChT (magenta) in cross sections of the ventral horn of the lumbar spinal cord from young adult (3 mo) male WT and *Megf10* KO mice. Alpha motor neurons are identified as large NeuN + cells with cholinergic synapses along their soma and dendrites. Motor neuron (**B**) density and (**C**) soma size (cross sectional area (CSA)) are unaffected in *Megf10* KO mice. Unpaired 2-sided Student’s t-test for statistical analysis. Values represented as mean + SD.

### Altered expression of genes associated with myogenesis, muscle stress and the NMJ in *Megf10* KO muscle

To uncover transcriptional changes that may precipitate the observed changes to muscles and NMJs, we performed bulk RNA-seq on whole soleus muscles from young adult (7-month-old) WT and *Megf10* KO mice. 

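Megf10 RNA was low in each Megf10 KO library and present in each WT library. Normalized counts of Megf10 were 1.55, 7.76, 1.12 and 11.1 in KO replicates 1 to 4 and 63.0, 57.1, 69.7 and 70.0 in WT replicates 1 to 4. Means were 5.37 ± 4.86 (SD, n = 4) in KO and 65.0 ± 6.13 (SD, n = 4) in WT, with a log2 fold change of -3.75 (SE 0.545, adjusted p = 0.00343 from limma with Benjamini-Hochberg adjustment). The soleus is a postural calf muscle of mostly slow type I and fast type IIa fibers. Whole muscle also holds satellite cells, fibroblasts, fat cells, immune cells, vessels and nerve.

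The comparison held 4 KO and 4 WT soleus libraries from female mice 7 months old, and the paper gives n = 4 mice per genotype. The authors trimmed the reads, quantified transcripts with Salmon and summed them to genes with tximport. They left out counts of 5 or less and normalized and tested the genes with DESeq2. The deposited values are these normalized gene counts, with totals of 32.3 to 33.1 M in KO and 33.6 to 35.7 M in WT. The size of 1 read was recovered from the steps between low values. It puts the depth at 37.8, 26.0, 26.4 and 26.2 M reads in KO replicates 1 to 4 and at 36.8 to 41.6 M (median 39.0 M) in WT. These are reads assigned to the listed genes, while the 30 M per sample that the paper states is the depth of sequencing. Only 17.8 to 37.4% of the low values in a library came out as whole reads, at a tolerance of 0.01 reads, so they were not turned back into counts. They were tested with limma on log2(normalized count + 1) for 16382 genes, a scale that understates the fold change of genes with low counts.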

The soleus was chosen due to its robust decrease in muscle mass and increase in NMJ postsynaptic fragmentation in *Megf10* KO mice. Comparison of the transcriptional profile of WT and *Megf10* KO muscle revealed over 2,400 differentially expressed genes, with top altered canonical pathways related to neuroinflammation and *S100* signaling based on Ingenuity Pathway Analysis (Fig. S8).Among these are genes associated with myogenesis, muscle fiber type, and muscle stress. 

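Of 7 genes of MHC class II antigen presentation, 6 rose in Megf10 KO soleus, none fell and 1 did not pass (7 rose when adjusted over the list alone). H2-Aa and H2-Ab1, which encode chains of the MHC class II molecule, had 1011 ± 199 and 957 ± 137 normalized counts (SD, n = 4) in KO, against 415 ± 79.4 and 412 ± 99.0 in WT. Cd74, the invariant chain that guides MHC class II molecules through the cell, rose by 1.25 on the log2 scale (SE 0.187, adjusted p = 0.00394 from limma with Benjamini-Hochberg adjustment). Of 17 macrophage markers, 8 rose and none fell (13 rose when adjusted over the list alone). Among them were Lyz2, the lysozyme of myeloid cells (log2 fold change 0.84), the complement component C1qa (0.82) and the lysosomal protease Ctss (0.93). The S100 genes encode small calcium-binding proteins, and of 12 genes listed with them 3 rose and none fell (6 rose when adjusted over the list alone). S100a4 had a log2 fold change of 1.00 (SE 0.119, adjusted p = 0.00158 from limma), and S100a10 and S100a6 had 0.65 and 0.43. Against all other genes, camera with a preset inter-gene correlation of 0.01 gave an adjusted p of 6.7e-08 for the MHC class II list, 8.5e-09 for the macrophage list and 0.000836 for the S100 list. Each of these lists had an adjusted p = 0.192 with an estimated correlation.

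Over all 16382 genes, limma called 1466 genes at an adjusted p under 0.05, 845 higher and 621 lower in KO. With library size as the sole scaling the split was 1279 higher and 321 lower. The authors' deposited table, from DESeq2, has 2409 genes at that threshold, 1322 with a log2 fold change above 0 and 1087 below. Of these, 1456 were called here as well, each with the same sign. The log2 fold changes had a correlation across genes of 0.965 with those of the authors' deposited table. The count called here was 662 without KO replicate 3, 907 without WT replicate 3 and 959 without WT replicate 4. Fewer libraries also give less precision, so a gene that loses its call in such a fit need not rest on the library left out. The count was 164 without KO replicates 2 and 3 together and 58 with the depth of each library as a covariate, both alternatives chosen after the values were seen. Megf10 itself did not pass with depth (log2 fold change -4.76, adjusted p = 0.0577 from limma). Log2 depth had a correlation of -0.791 with genotype. The standard errors rose by a median factor of 1.68 with depth and 1.26 without KO replicates 2 and 3. Each called gene kept its sign in both fits, so a lost call there can come from lost precision or a smaller change. Of the immune and S100 genes named above, Lyz2 and S100a4 passed without those KO libraries (adjusted p = 0.0215 and 0.0215 from limma) and H2-Aa, H2-Ab1, Cd74, C1qa, Ctss, S100a10 and S100a6 did not (0.0541 to 0.0901). With depth as a covariate none of them passed (0.0644 to 0.306), and the log2 fold changes of H2-Aa and S100a10 were 0.78 and 0.43, after 1.28 and 0.65.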

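Pax7, the transcription factor that marks satellite cells, the stem cells of skeletal muscle, had 55.1 ± 26.9 normalized counts (SD, n = 4) in Megf10 KO soleus and 156 ± 41.5 (SD, n = 4) in WT. The highest KO library, at 88.8, lay below the lowest WT library, at 124. Its log2 fold change was -1.60 (SE 0.353, adjusted p = 0.0203 from limma with Benjamini-Hochberg adjustment). Fgfr4, a receptor for fibroblast growth factors listed with the satellite cell markers, fell by 1.51 on the log2 scale (SE 0.219, adjusted p = 0.00338 from limma). Of 14 satellite cell markers, these 2 fell and none rose (3 fell when adjusted over the list alone). As a whole the list had an adjusted p of 0.0157 from camera (adjusted p = 0.192 with an estimated correlation). Pax7 did not pass without WT replicate 3 or 4, and its adjusted p ran from 0.0131 to 0.0568 over the 8 limma fits that leave out 1 library. Without KO replicates 2 and 3 together and with depth as a covariate, the adjusted p was 0.107 and 0.351 for Pax7 and 0.0582 and 0.209 for Fgfr4. The log2 fold change of Pax7 without these KO libraries was -1.06.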

We found *Pax7*, a marker of satellite cells, decreased in *Megf10* KO mice (Fig. 7B) [32]. The expression of other myogenic regulatory factors such as *Myod1*, *Myog*, and *Myf6*/*Mrf4* were also altered in *Megf10* KO muscle (Fig. 7B) [33]. 

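Myod1, the factor that commits muscle precursors to differentiation, fell from 386 ± 123 normalized counts (SD, n = 4) in WT to 132 ± 50.0 in Megf10 KO, a log2 fold change of -1.55 (SE 0.303, adjusted p = 0.0118 from limma with Benjamini-Hochberg adjustment). Myog, which acts later in differentiation, had 484 ± 265 normalized counts in KO and 199 ± 53.4 in WT, and its log2 fold change of 1.15 did not pass (SE 0.348, adjusted p = 0.0666 from limma). Myf6, the myogenic factor most abundant in mature fibers, had 2805 ± 680.1 in KO and 2018 ± 317 in WT, a log2 fold change of 0.46 that did not pass (SE 0.156, adjusted p = 0.0934 from limma). The KO mean of Myf6 includes 3823 in KO replicate 3, against 2403 to 2503 in the other KO libraries. Myf5, expressed in satellite cells and myoblasts, had 55.1 ± 11.1 in KO and 82.4 ± 10.1 in WT (log2 fold change -0.58, adjusted p = 0.101 from limma). Mstn, which encodes the growth inhibitor myostatin, had a log2 fold change of 1.63 (SE 0.525, adjusted p = 0.0796 from limma). Of 15 myogenic regulatory genes, 1 rose, 3 fell and 11 did not pass (4 rose and 4 fell when adjusted over the list alone). Id2, which blocks the binding of myogenic factors to DNA, rose by 0.85 on the log2 scale. Six4, a homeobox factor of the myogenic program, fell by 0.70. The list had an adjusted p of 0.685 from camera (adjusted p = 0.683 with an estimated correlation), and its median, mean and test differ in sign.

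Myog passed without KO replicate 2 or 4 and with library size as the sole scaling, and its adjusted p ran from 0.0459 to 0.148 over the 8 limma fits that leave out 1 library. Mstn passed without WT replicate 3 (0.0369) and with the replicate number as a block (0.0339 to 0.599 over all alternatives). Myf6 passed in none of these 8 fits (0.0890 to 0.197), but did with library size alone, with the replicate number as a block or with the 10 most abundant genes left out of library sizes. The replicate numbers do not pair the libraries, so a call gained or lost with this block carries little weight, here and below. Id2 did not pass without KO replicate 3, and its adjusted p was 0.0145 to 0.0530 over the 8 fits without 1 library. Without KO replicates 2 and 3 together and with depth as a covariate, the adjusted p of Myod1 from limma was 0.118 and 0.475, that of Six4 was 0.0759 and 0.352, and that of Id2 was 0.1501 and 0.355. With depth the log2 fold change of Myod1 was -0.75 and that of Six4 -0.44.

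**Figure D1:**
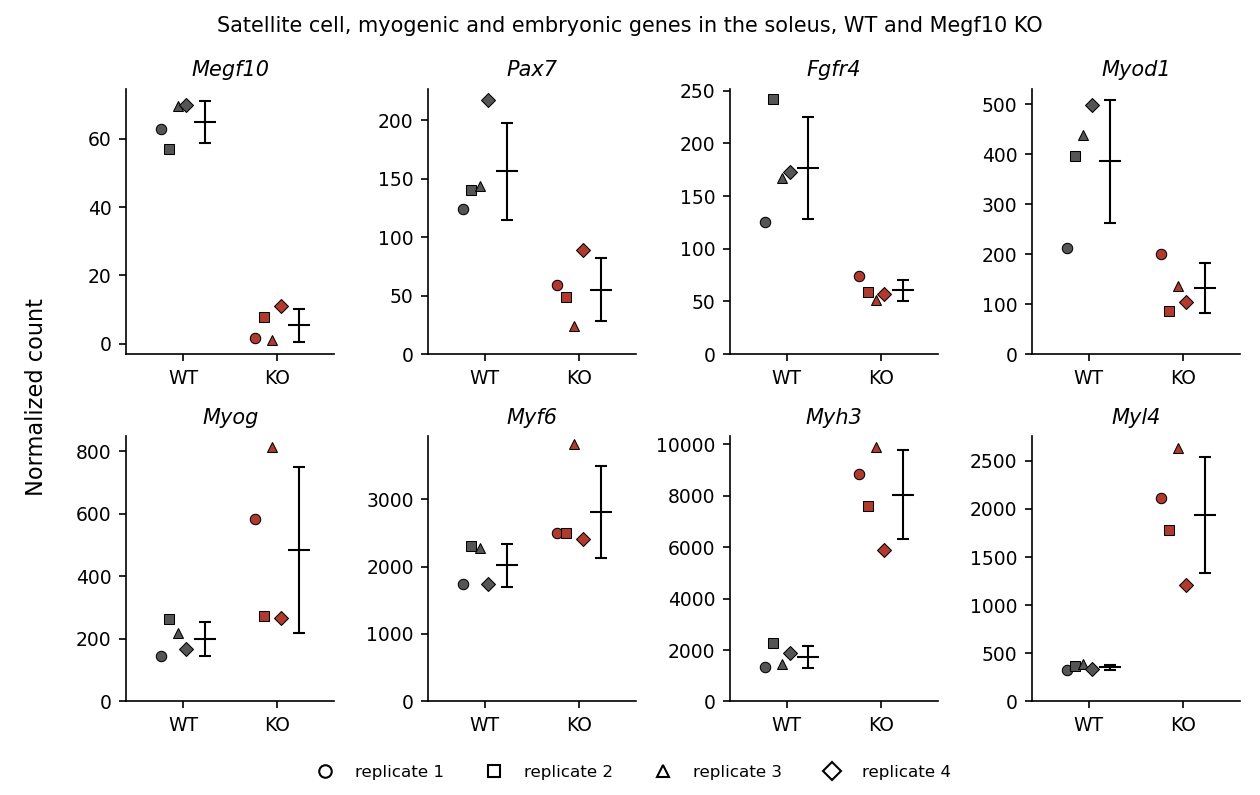
Normalized counts of Megf10, Pax7, Fgfr4, Myod1, Myog, Myf6, Myh3 and Myl4 in the soleus of WT (grey) and Megf10 KO (red) mice, with 1 point per library, the shape giving the replicate number, and the mean with its SD (n = 4). Pax7, Fgfr4 and Myod1 lie lower in KO and Myh3 and Myl4 higher, while Myog and Myf6 did not pass the test.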

Along with these changes, *Myh2*, a marker of fast twitch type IIa fibers [34] is reduced while *Myh3*, which encodes the embryonic form of myosin and increases upon muscle damage and regeneration [35], is elevated in *Megf10* KO mice (Fig. 7C). 

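Genes of embryonic muscle rose and a group of fast fiber genes fell in Megf10 KO soleus. Myh3 had 8050.4 ± 1726 normalized counts (SD, n = 4) in KO and 1733 ± 421 in WT, a log2 fold change of 2.22 (SE 0.185, adjusted p = 0.000434 from limma with Benjamini-Hochberg adjustment). Myl4, an embryonic and atrial myosin light chain, rose from 352 ± 28.4 to 1936 ± 600.1, by 2.40 on the log2 scale (SE 0.196). Of 15 embryonic muscle and fusion genes, 6 rose and none fell (7 rose when adjusted over the list alone). Together they had an adjusted p of 6.8e-06 from camera (adjusted p = 0.192 with an estimated correlation). Both genes for the proteins that fuse myoblasts rose at low counts: Mymk had 52.4 ± 46.1 in KO and 3.33 ± 2.37 in WT, and Mymx had 10.8 ± 9.58 and 0.297 ± 0.344. Mymk did not pass without KO replicate 3 (adjusted p = 0.0524 from limma). Mymx did not pass without KO replicate 1 or 3 or WT replicate 1, 3 or 4 (adjusted p up to 0.0831 from limma). Neither passed without KO replicates 2 and 3 together (0.162 and 0.190) or with depth as a covariate (0.334 and 0.268).

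Myh2 fell from 461238 ± 34259 normalized counts in WT to 250796 ± 34024 in KO, a log2 fold change of -0.89 (SE 0.102, adjusted p = 0.00144 from limma). Of 15 fast fiber genes, 7 fell, none rose and 8 did not pass (7 fell when adjusted over the list alone). Camera gave this list an adjusted p of 0.000661 (adjusted p = 0.353 with an estimated correlation), but its median log2 fold change was -0.069, with 5 of 15 genes above 0. Atp2a1, the calcium pump of fast fibers, fell by 0.72 on the log2 scale, and the fast troponins Tnnt3 and Tnni2 fell by 0.68 and 0.62. Type IIb genes were high in KO replicates 2 and 3. Myh4, the type IIb myosin, had 929.5, 18638, 43384 and 459.5 normalized counts in KO replicates 1 to 4 and 746, 911, 818 and 3625 in WT replicates 1 to 4. Its log2 fold change over all libraries was 1.86 (adjusted p = 0.3996 from limma). The calcium buffer of fast fibers, Pvalb, had 0.57 (adjusted p = 0.583 from limma). Both turned without KO replicates 2 and 3 together, to -0.87 and -0.43, and without 1 library Pvalb had 0.17 to 1.12 and Myh4 0.75 to 2.93. Without KO replicates 2 and 3 together, Myh2 and Myh3 had log2 fold changes of -0.72 and 2.09 (adjusted p = 0.0230 and 0.0165 from limma). With depth as a covariate, Myh3, Myl4 and Atp2a1 passed (adjusted p = 0.0223, 0.0220 and 0.0459 from limma). Myh2, Tnnt3 and Tnni2 did not (0.103, 0.0751 and 0.104).

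Of 13 slow fiber genes, 3 rose and 1 fell (5 rose and 3 fell when adjusted over the list alone). Pln, the inhibitor of the slow fiber calcium pump, rose by 0.79 on the log2 scale and Casq2, the slow fiber calcium store protein, by 0.43 (adjusted p = 0.00415 and 0.0130 from limma). Myh7, the type I myosin, had a log2 fold change of 0.23 (adjusted p = 0.134 from limma), and passed without WT replicate 2 (0.0280 to 0.288 over the 8 fits that leave out 1 library), with library size alone and with the 10 most abundant genes left out of library sizes. The slow troponin Tnni1 rose by 0.37 (adjusted p = 0.0335 from limma) and lost its call without KO replicate 1, 2, 3 or 4 or WT replicate 1, 3 or 4 (adjusted p up to 0.0892). Myl3, a slow myosin light chain, fell by 0.30 (adjusted p = 0.0217 from limma) and lost its call without KO replicate 1 or 3 or WT replicate 4 (adjusted p up to 0.0764) and with library size alone or the 10 most abundant genes left out of library sizes (0.0560 and 0.0533). The list had an adjusted p of 0.100 from camera (adjusted p = 0.677 with an estimated correlation), and 0.0117 without WT replicate 2, 0.0461 without WT replicate 3, 0.0371 with library size alone, 0.0415 with the 10 most abundant genes left out of library sizes and 0.0274 with depth as a covariate. Pln, Casq2, Tnni1 and Myl3 did not pass without KO replicates 2 and 3 together (adjusted p = 0.0681 to 0.177 from limma) or with depth as a covariate (0.137 to 0.224). Myh4, Pvalb and Myh7 were chosen for the text after their values were seen.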

We also found altered expression of genes which levels change in denervated muscles, such as *Igf1*, *Gdnf*, *Nes*, and *Frzb* (Fig. 7D) [36–39].

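Of 15 genes listed for their response to denervation, 6 rose in Megf10 KO soleus, none fell and 9 did not pass (9 rose when adjusted over the list alone). Gdnf, a growth factor for motor neurons, had 117 ± 35.7 normalized counts (SD, n = 4) in KO and 33.6 ± 9.48 in WT, a log2 fold change of 1.77 (SE 0.286, adjusted p = 0.00516 from limma with Benjamini-Hochberg adjustment). Nes, which encodes the intermediate filament nestin, rose from 2915 ± 340.3 to 4659 ± 392, a log2 fold change of 0.68 (SE 0.0925, adjusted p = 0.00263 from limma). Frzb, a secreted inhibitor of Wnt signaling, rose by 0.88 on the log2 scale (SE 0.201, adjusted p = 0.0227 from limma). It had 122 normalized counts in KO replicate 2 and 174 to 182 in the other KO libraries, against 89.0 ± 19.6 in WT. Igf1, a growth factor for muscle, had 472 ± 155 in KO and 287 ± 48.4 in WT, and its log2 fold change of 0.67 did not pass (SE 0.211, adjusted p = 0.0737 from limma). Runx1, a transcription factor induced in denervated fibers, rose by 0.88 (adjusted p = 0.0148 from limma). The denervation list had an adjusted p of 5.0e-06 from camera (adjusted p = 0.192 with an estimated correlation). It also holds Chrnd, which the paper reports as raised in these same libraries. The paper's values had been seen when the list was fixed, so this test is not independent of the paper's result.

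Frzb did not pass without KO replicate 1, 3 or 4 or WT replicate 3 or 4 (adjusted p up to 0.0701 from limma), and Runx1 did not pass without KO replicate 3 (0.0537). Over the 8 fits that leave out 1 library, the log2 fold change was 0.79 to 1.02 for Frzb and 0.78 to 1.00 for Runx1. Igf1 passed without KO replicate 2, and its adjusted p ran from 0.0381 to 0.167 over the 8 fits that leave out 1 library. With KO replicates 2 and 3 both left out, Nes passed (adjusted p = 0.0492 from limma) and Gdnf, Frzb and Runx1 did not (0.0857, 0.0791 and 0.0974). With depth as a covariate, the adjusted p of Nes, Gdnf, Frzb and Runx1 was 0.178, 0.226, 0.283 and 0.360.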

**Fig. 7:**
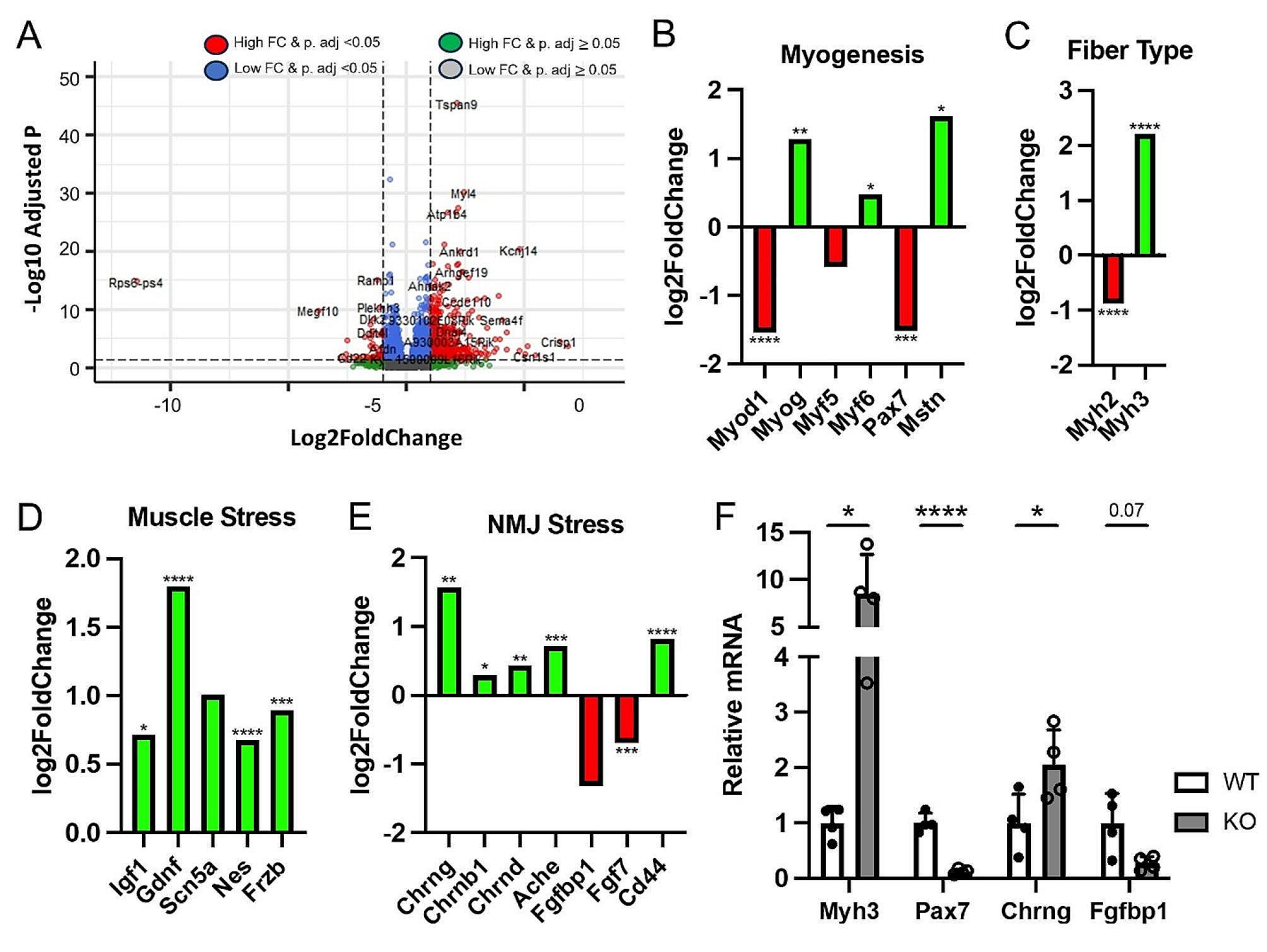
Transcriptional analysis of *Megf10* KO muscle. Bulk RNA-seq was performed on whole soleus muscles isolated from young adult (7 mo) female WT and *Megf10* KO mice (*n* = 4), which (**A**) identified many upregulated and downregulated genes in *Megf10* KO muscle. Differentially expressed genes in *Megf10* KO muscle were related to (**B**) myogenesis, (**C**) muscle fiber type, (**D**) muscle stress, and (E) NMJ stress. Fold changes are displayed as relative expression in *Megf10* KO muscle compared to WT muscle. (**F**) qPCR was used to confirm some of the differentially expressed genes identified by RNA-seq. (A-**E**) DESeq2 or (**G**) unpaired 2-sided Student’s t-test for statistical analysis. Values represented as mean + SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

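Of the genes called, 354 changed at least 2-fold on the log2(normalized count + 1) scale, 326 higher and 28 lower in Megf10 KO. Nrcam, a neuronal cell adhesion molecule, rose from 36.9 ± 13.5 normalized counts (SD, n = 4) in WT to 557 ± 299 in KO, a log2 fold change of 3.77 (SE 0.394, adjusted p = 0.000901 from limma with Benjamini-Hochberg adjustment). Kcnj14, an inward rectifier potassium channel, had 234 ± 120.1 in KO and 8.21 ± 4.61 in WT, and Kcnk3, a potassium leak channel, had 152 ± 70.2 and 19.4 ± 3.91. Tspan9, a tetraspanin, rose from 848 ± 148 to 3755 ± 486, a log2 fold change of 2.15 (SE 0.135, adjusted p = 7.8e-05 from limma). Atp1b4, a muscle protein related to the beta subunits of the sodium pump, rose by 1.75 on the log2 scale and Sema4f, a semaphorin, by 3.50. Ccdc110, a coiled-coil protein, rose by 2.60. The 12 highest log2 fold changes among called genes with a mean of at least 1 CPM and no overlap between the genotypes ran from 2.40 to 4.64. Wnt16, a Wnt ligand, and Dkk2, a modulator of Wnt signaling, were lower in KO (log2 fold changes -1.52 and -1.43). Ramp1, a subunit of the receptor for CGRP, fell from 1644 ± 287 to 689 ± 83.1, a log2 fold change of -1.25 (SE 0.128), and Plekhh3 fell by 1.11 on the log2 scale.

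The pseudogene Rps6-ps4, which can share reads with the ribosomal protein gene it derives from, is listed at 0 in the 4 KO libraries and at 185, 291, 985 and 797 in WT replicates 1 to 4. Crisp1 is listed at 0 in the 4 WT libraries and at 21.6, 12.5, 20.1 and 3.68 in KO replicates 1 to 4. Csn1s1, a milk casein gene, had 138 ± 149.8 in KO and 3.06 ± 4.33 in WT (adjusted p = 0.0362 from limma). That call ended without KO replicate 3 or 4 or WT replicate 2, 3 or 4 (adjusted p up to 0.0995), with a robust fit (0.0562) and with the replicate number as a block (0.0786), and with depth its log2 fold change went from 4.57 to 1.70. Without KO replicate 3, 215 genes passed with a 2-fold change, and without KO replicates 2 and 3 together or with depth as a covariate 76 and 42 did. Tspan9, Kcnj14, Nrcam, Dkk2 and Ramp1 passed in both of the last fits and Ccdc110 in neither (adjusted p = 0.0558 and 0.0577 from limma). Kcnk3 did not pass without these KO libraries (0.0539), and Plekhh3, Sema4f and Wnt16 did not pass with depth (0.137, 0.110 and 0.0758).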

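Gene groups of connective tissue and fat moved beside those of muscle. Of 16 fibrosis and collagen genes, 13 rose in Megf10 KO and none fell (14 rose when adjusted over the list alone). Postn, the matrix protein periostin, rose from 728 ± 174 normalized counts (SD, n = 4) to 3126 ± 564, a log2 fold change of 2.12 (SE 0.178, adjusted p = 0.000434 from limma with Benjamini-Hochberg adjustment). The fibrillar collagen gene Col3a1 rose from 3899.9 ± 619.9 to 8535 ± 1628. Of 9 white adipocyte markers, 6 rose and none fell (6 rose when adjusted over the list alone). Cfd, the adipokine adipsin, had 6197 ± 2250.2 in KO and 1479.6 ± 530.3 in WT, and Adipoq, which encodes adiponectin, had 1006 ± 290.0 and 316 ± 157. Of 12 markers of fibro-adipogenic progenitors, the stromal cells that give rise to fibroblasts and fat cells in muscle, 2 rose and none fell (3 rose when adjusted over the list alone). These were Mfap5 and Dpt, with log2 fold changes of 0.85 and 0.68. Of 8 tenocyte markers, Thbs4 rose, by 0.97 on the log2 scale (4 rose when adjusted over the list alone).

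Of 10 endothelial markers, none rose and 2 fell, Cdh5 and Tie1, by 0.38 and 0.43 on the log2 scale (6 fell when adjusted over the list alone). Of 9 smooth muscle and pericyte markers, 3 fell, among them Kcnj8 and Abcc9, by 0.80 and 0.36 (3 fell when adjusted over the list alone). In whole muscle RNA, these markers need not come from pericytes alone. Camera gave an adjusted p of 4.0e-13 for collagen, 1.2e-05 for adipocyte, 0.000640 for progenitor, 0.00612 for tenocyte, 0.000447 for endothelial and 0.0157 for smooth muscle genes. With an estimated correlation, the adjusted p was 0.192 for the collagen, adipocyte and endothelial lists and 0.324 for the other 3. The smooth muscle list, with 7 of 9 log2 fold changes below 0, did not pass without KO replicate 3 (adjusted p = 0.0566 from camera), without KO replicates 2 and 3 together (0.124) or with fry (0.0579). Cdh5 lost its call without KO replicate 1, 2 or 3 or WT replicate 1, 2, 3 or 4 (adjusted p up to 0.109 from limma). Tie1 lost it without KO replicate 1, 2 or 3 or WT replicate 3 or 4 (up to 0.0773), and both lost it with library size alone (0.102 and 0.0510). Neither passed without KO replicates 2 and 3 together (0.185 and 0.199) or with depth as a covariate (0.401 and 0.197). In the fit without KO replicates 2 and 3, Postn, Col3a1, Mfap5 and Thbs4 passed (adjusted p = 0.0165, 0.0274, 0.0431 and 0.0394 from limma) and Cfd, Adipoq, Dpt, Kcnj8 and Abcc9 did not (0.0570, 0.118, 0.112, 0.0759 and 0.0671). With depth as a covariate, Postn passed (adjusted p = 0.0239 from limma), and Col3a1, Cfd, Adipoq, Mfap5, Dpt, Thbs4, Kcnj8 and Abcc9 did not (0.0827 to 0.393), nor did the progenitor list (0.173 from camera). The tenocyte list did not pass with fry (0.0654).

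**Figure D2:**
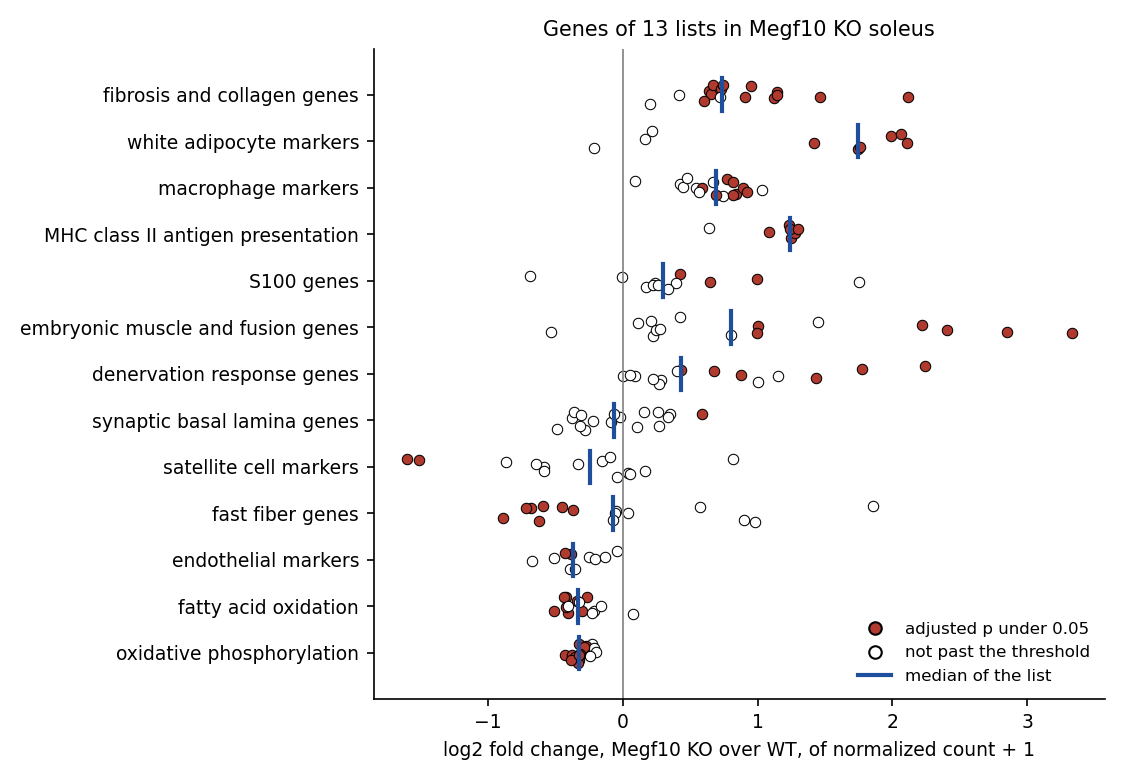
Log2 fold changes (Megf10 KO over WT) of the genes in 13 lists, with 1 point per gene, filled where the adjusted p from limma is under 0.05, and a bar at the median of each list. The medians run from 1.74 for white adipocyte markers to -0.37 for endothelial markers, and synaptic basal lamina genes lie on both sides of 0.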

Additionally, our transcriptional analysis revealed NMJ-associated genes altered in *Megf10* KO mice. 

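Of 18 postsynaptic NMJ genes, 3 rose in Megf10 KO soleus, 1 fell and 14 did not pass (6 rose and 1 fell when adjusted over the list alone). With Chrnd and Ache, Etv5, a transcription factor that drives synaptic genes in fibers, rose from 556 ± 50.8 normalized counts (SD, n = 4) to 740.0 ± 89.3, a log2 fold change of 0.41 (SE 0.108, adjusted p = 0.0412 from limma with Benjamini-Hochberg adjustment). Scn4a, the sodium channel of adult muscle that is dense in the junctional folds, fell from 11534 ± 1159 to 8841 ± 984, a log2 fold change of -0.38 (SE 0.0926, adjusted p = 0.0291 from limma). The NMJ list had an adjusted p of 0.0822 from camera (adjusted p = 0.324 with an estimated correlation), and 0.0372 without KO replicate 4 and 0.0396 with fry. Etv5 did not pass without KO replicate 1, 2 or 3 or WT replicate 2, 3 or 4 (adjusted p up to 0.112 from limma), nor Scn4a without KO replicate 1 or 3 or WT replicate 1, 2 or 4 (up to 0.0872). Scn4a also did not pass with library size alone (0.0906) or with the 10 most abundant genes left out of library sizes (0.0829), nor Etv5 with the replicate number as a block (0.0634).

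Of 13 markers of myelinating Schwann cells, 1 rose and 2 fell (1 rose and 4 fell when adjusted over the list alone). Drp2, a dystrophin-related protein of the Schwann cell membrane, rose by 0.53 on the log2 scale (adjusted p = 0.00644 from limma). Its partner Prx, periaxin, fell by 0.53 (adjusted p = 0.0343 from limma) and Cldn19, a claudin of myelin, fell by 0.93 (adjusted p = 0.0346). Prx did not pass without KO replicate 1 or 3 or WT replicate 2, 3 or 4 (adjusted p up to 0.0905 from limma), nor Cldn19 without KO replicate 2, 3 or 4 or WT replicate 1, 2 or 3 (up to 0.0920). With the replicate number as a block neither passed (0.0600 and 0.0656). Myelin markers had an adjusted p of 0.145 from camera (adjusted p = 0.463 with an estimated correlation), and 0.0474 without WT replicate 4. None of 10 markers of non-myelinating and terminal Schwann cells passed over all genes or adjusted over the list alone (adjusted p = 0.794 from camera and 0.797 with an estimated correlation). None of 6 motor axon genes did either (0.862 and 0.931). In the authors' deposited table, from DESeq2, the non-myelinating marker Scn7a passed (log2 fold change 0.51, adjusted p = 0.0184), and L1cam, Gfra3 and Erbb3 did not (0.112 to 0.294). Etv5, Scn4a, Drp2, Prx and Cldn19 did not pass without KO replicates 2 and 3 together (adjusted p = 0.0749 to 0.249 from limma) or with depth as a covariate (0.129 to 0.542).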

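Chrng, the embryonic gamma subunit of the acetylcholine receptor, had 54.3 ± 23.6 normalized counts (SD, n = 4) in Megf10 KO soleus and 18.8 ± 6.63 in WT, a log2 fold change of 1.43 (SE 0.385, adjusted p = 0.0439 from limma with Benjamini-Hochberg adjustment). The delta subunit gene Chrnd rose from 405 ± 53.8 to 545 ± 39.8, a log2 fold change of 0.43 (SE 0.115, adjusted p = 0.0427 from limma). The beta subunit gene Chrnb1 had 1219 ± 115 in KO and 997 ± 79.2 in WT, and its log2 fold change of 0.29 did not pass (SE 0.0924, adjusted p = 0.0787 from limma). Ache, the enzyme that breaks down acetylcholine in the synaptic cleft, rose from 543 ± 126 to 890.2 ± 124, by 0.73 on the log2 scale (SE 0.167, adjusted p = 0.0235 from limma). KO replicate 4 had 1048 for Chrnb1 and 704 for Ache, against 1265 to 1298 and 940.2 to 966 in the other KO libraries. Cd44, a receptor for the matrix polymer hyaluronan that many cell types express, rose from 244 ± 13.3 to 430.3 ± 84.8, a log2 fold change of 0.79 (SE 0.146, adjusted p = 0.00930 from limma).

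Over the 8 limma fits that leave out 1 library, the adjusted p of Cd44 ran from 0.00577 to 0.0371. Chrng did not pass without KO replicate 1, 2 or 3 or WT replicate 2, 3 or 4 (0.0267 to 0.125 over these fits). Chrnd did not pass without KO replicate 1, 2 or 3 or WT replicate 1, 3 or 4 (0.0320 to 0.103), and Ache did not pass without KO replicate 1, 2 or 3 or WT replicate 3 or 4 (0.0183 to 0.0720). Chrnb1 passed without KO replicate 4 (0.0392 to 0.179), and with library size as the sole scaling or the 10 most abundant genes left out of library sizes. With the replicate number as a block Chrng and Chrnd did not pass (0.0626 and 0.0532). In the fit without KO replicates 2 and 3 together, the adjusted p of Chrng, Chrnd, Ache and Cd44 from limma was 0.233, 0.247, 0.194 and 0.106, and with depth as a covariate 0.283, 0.321, 0.214 and 0.270.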

We found increased expression of *Chrng*, *Chrnb1*, *Chrnd*, *Ache*, and *Cd44* (Fig. 7E), all previously shown to increase when NMJs are stressed [40–42]. In stark contrast, we found reduced levels of *Fgf7* and *Fgfbp1 (*Fig. 7E*)*, which have been shown to play important roles in the formation, maintenance and repair of NMJs [43, 44]. However, genes encoding synaptic basal lamina proteins which are known to be enriched at the NMJ [45, 46] were unchanged in the soleus of *Megf10* KO mice (Fig. S9).

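Fgf7, a fibroblast growth factor made by stromal cells, fell from 318 ± 59.2 normalized counts (SD, n = 4) in WT to 198 ± 20.0 in Megf10 KO, a log2 fold change of -0.67 (SE 0.153, adjusted p = 0.0230 from limma with Benjamini-Hochberg adjustment). Fgfbp1, which encodes a secreted carrier of fibroblast growth factors, had 35.4 ± 16.9 in WT and 13.9 ± 9.91 in KO, and its log2 fold change of -1.43 did not pass (SE 0.634, adjusted p = 0.186 from limma). Fgf7 did not pass without KO replicate 1 or 3 or WT replicate 1, 2 or 4, and its adjusted p ran from 0.0168 to 0.0622 over the 8 limma fits that leave out 1 library. It was 0.108 without KO replicates 2 and 3 together and 0.136 with depth as a covariate. The adjusted p of Fgfbp1 ran from 0.0933 to 0.877 over all alternatives. Its log2 fold change ran from -1.88 to -0.87 over the fits that leave out 1 library and was -0.54 with depth.

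**Figure D3:**
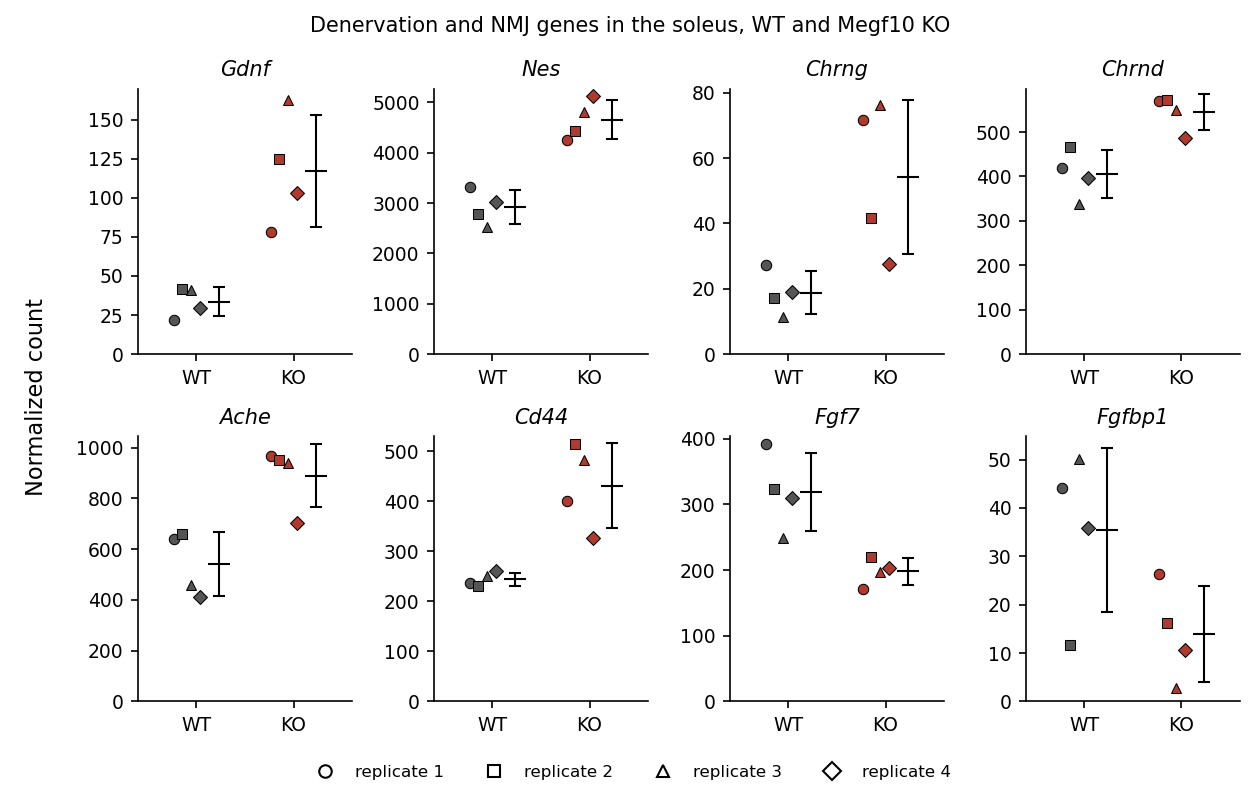
Normalized counts of Gdnf, Nes, Chrng, Chrnd, Ache, Cd44, Fgf7 and Fgfbp1 in the soleus of WT (grey) and Megf10 KO (red) mice, with 1 point per library, the shape giving the replicate number, and the mean with its SD (n = 4). Fgf7 and Fgfbp1 have lower means in KO and the other genes higher ones.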

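Of 17 synaptic basal lamina genes, 16 did not pass in Megf10 KO soleus, 1 rose and none fell (none rose or fell when adjusted over the list alone). Agrn, which encodes agrin, the organizer of acetylcholine receptor clusters, had 758 ± 78.2 normalized counts (SD, n = 4) in KO and 886 ± 140.2 in WT (adjusted p = 0.321 from limma with Benjamini-Hochberg adjustment). Lamb2, the laminin chain concentrated at synapses, had 7115 ± 545 and 7206 ± 535 (adjusted p = 0.906 from limma). Colq, the collagen tail that anchors acetylcholinesterase, had 1028 ± 123 and 1113 ± 335 (adjusted p = 0.882 from limma). Col4a5, a collagen IV chain, rose by 0.59 on the log2 scale (SE 0.159, adjusted p = 0.0439 from limma), and did not pass without KO replicate 1, 2 or 3 or WT replicate 2, 3 or 4 (adjusted p up to 0.123), without KO replicates 2 and 3 together (0.257) or with depth as a covariate (0.333). The list had an adjusted p of 0.862 from camera (adjusted p = 0.931 with an estimated correlation), and its median, mean and test differ in sign. On simulated values, 32.8% of 67 genes changed by 0.5 on the log2 scale and 79.1% of 67 genes changed by 1 were called. Changes of the smaller size can thus be missed, but these shares need not hold here. The simulation changed no gene with low values and gave 138 calls, against 1466 in the data, so its threshold was stricter.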

To validate our RNAseq findings, we examined levels of *Myh3*, *Pax7*, *Chrng*, and *Fgfbp1* in the soleus of WT and *Megf10* KO mice using qPCR. As displayed in Fig. 7F, qPCR showed all four genes altered and in the same direction as found using RNAseq in *Megf10* KO mice. 

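Most genes listed for mechanical stress had higher values in Megf10 KO soleus, but only Ankrd1 and Ankrd23 passed over all genes. Ankrd1, a sarcomeric protein induced by stretch and injury, rose from 923 ± 122 normalized counts (SD, n = 4) in WT to 4597 ± 1899.7 in Megf10 KO, a log2 fold change of 2.24 (SE 0.228, adjusted p = 0.000883 from limma with Benjamini-Hochberg adjustment). Ankrd23, of the same family, fell by 0.28 on the log2 scale (adjusted p = 0.0389 from limma), and did not pass without KO replicate 1, 3 or 4 or WT replicate 1, 2 or 4 (adjusted p up to 0.0928). Of 13 genes that respond to mechanical stress, these were the 1 that rose and the 1 that fell (4 rose and 1 fell when adjusted over the list alone). Ankrd1 passed without KO replicates 2 and 3 together and with depth as a covariate (adjusted p = 0.00818 and 0.0459 from limma), and Ankrd23 did not (0.0966 and 0.141). Ankrd23 also lost its call with library size alone (0.127), with the 10 most abundant genes left out of library sizes (0.120) and with the replicate number as a block (0.0693). Of the 13 log2 fold changes, 11 were above 0, with a median of 0.30. Mechanical stress genes had an adjusted p of 0.00612 from camera in the higher direction (adjusted p = 0.375 with an estimated correlation and 0.0825 with fry). None of 16 atrophy genes passed with limma over all genes or adjusted over the list alone (adjusted p = 0.808 from camera and 0.844 with an estimated correlation), and with depth as a covariate camera gave the list 0.0383. In the authors' deposited table, from DESeq2, the atrophy gene Map1lc3b passed (log2 fold change -0.24, adjusted p = 0.0151), and Ctsl and Klf15 did not (0.267 and 0.268).

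The paper gives 19 genes as changed in its text or by a mark in Fig. 7B to 7E, and limma called 13 of them here at an adjusted p under 0.05. They are Megf10, Pax7, Myod1, Myh2, Myh3, Gdnf, Nes, Frzb, Chrng, Chrnd, Ache, Cd44 and Fgf7. The others, Myog, Myf6, Mstn, Igf1 and Chrnb1, had log2 fold changes above 0 and did not pass, and Fgfbp1 had one below 0 (-1.43) and did not pass. By qPCR the paper found Fgfbp1, with Myh3, Pax7 and Chrng, altered in the direction of its RNA-seq. With the authors' deposited p-values, from DESeq2 on the same libraries and chosen after the values were seen, 18 of the 19 genes passed. From its transcriptional analysis, the paper states that molecular mechanisms with roles in muscle and at the NMJ are dysregulated in Megf10 KO muscle.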

Overall, transcriptional analysis revealed molecular mechanisms dysregulated in *Megf10* KO muscles with important roles in muscles and at the NMJ.

## Discussion

In this study, we identified cellular and molecular changes in muscles and neuromuscular junctions (NMJs) of *Megf10* knockout (KO) mice. *Megf10* KO muscles have decreased mass due to reduced numbers of muscle fibers and reduced growth of muscle fiber size. Although muscle fibers that form do not exhibit obvious signs of degeneration, their NMJs present with structural abnormalities associated with aging and diseases. These findings suggest that *MEGF10*-related myopathy is caused by impaired myogenesis and NMJ instability. In support of this possibility, molecular analyses revealed changes in levels of genes and pathways with important roles in myogenesis and at the NMJ. These findings provide important insights about potential cellular and molecular underpinnings of *MEGF10*-related myopathy.

### *Megf10* deletion impacts muscle fiber formation and growth

We identified novel aspects of muscle pathology which have not been previously examined in *Megf10* KO mice or *MEGF10*-related myopathy patients. For instance, we found a consistent ∼ 20% decrease in muscle fiber number in *Megf10* KO mice at all ages examined, suggesting that muscle fiber formation may be impaired in *Megf10* KO mice. As the loss of *Megf10* has been shown to decrease the self-renewal of satellite cells and drive their precocious differentiation [4, 6], there may not be enough myoblasts being produced during early development to form the same number of muscle fibers in *Megf10* KO mice as are formed in WT mice. Another possibility is that some muscle fibers degenerate early in development. Future studies should assess whether impaired myogenesis or degeneration of muscle fibers during the early stages of development underlie the reduced number of muscle fibers in *Megf10* KO mice. We also found that muscle fibers fail to continue to grow in *Megf10* KO mice as they transition into middle-age. This absence of muscle growth may also be linked to impaired self-renewal of satellite cells.

### Evidence that loss of *Megf10* may directly affect the NMJ

*Megf10* has been shown to localize to the NMJ [1] and to be expressed by perisynaptic Schwann cells (PSCs) [5, 31]. We discovered that loss of *Megf10* causes PSCs to extend processes into the synaptic cleft, which has been shown to adversely affect the stability of the NMJ [28, 29]. In support of this, the presynapse presents with abnormally low density of synaptic vesicles and mitochondria, postsynaptic junctional folds are diminished, and the postsynaptic nAChRs are highly fragmented in *Megf10* KO NMJs. While we did not observe NMJ denervation in *Megf10* KO mice, we did find areas of the presynapse that were not in direct apposition to the postsynapse, suggesting that *Megf10* may be important for proper alignment of the motor axon terminal. We also found altered expression of genes with important roles in NMJ maintenance and repair in *Megf10* KO mice. These data strongly suggest that NMJs are also a site of pathology in *MEGF10*-related myopathy. Based on these findings, future studies should determine the extent of NMJ degeneration in patients with *MEGF10*-related myopathy, especially since treatment development for this disease has focused solely on the role of *Megf10* in myogenesis [47].

It is also worth noting that we found NMJs progressively acquire structural abnormalities in otherwise healthy appearing muscle fibers in juvenile, young adult, and middle-aged *Megf10* KO mice. Thus, instability at NMJs may eventually compromise the health of muscle fibers. In support of this possibility, muscle fibers fail to increase in size as *Megf10* KO mice transition into middle-age in contrast to muscle fibers in control mice.

There are several ways by which the loss of *Megf10* may affect the stability of the NMJ. The loss of *Megf10* may adversely affect the NMJ by causing PSCs and motor axon terminals to acquire abnormal morphological features. However, it is possible that the effects of *Megf10* deletion on PSCs and motor axon terminals may be due to changes elsewhere in skeletal muscles and in the spinal cord. In future studies, *Megf10* should be deleted specifically from PSCs to uncover its function in these cells. Such studies may unearth additional functions of MEGF10 at the NMJ such as regulation of cellular adhesion, cellular tiling, and phagocytosis, which are all functions that MEGF10 has been shown to mediate in glial cells and neurons in the central nervous system [10–12].

### NMJ degeneration varies across muscles and may precede muscle atrophy in *Megf10* KO mice

While previous studies in human patients with *MEGF10*-related myopathy found normal nerve conduction velocity and some patients with normal compound muscle action potential upon repetitive nerve stimulation [1], it is possible that the NMJ defects are only penetrant in certain muscles. For instance, in this study we found that the diaphragm in *Megf10* KO had robust NMJ defects as early as the juvenile time point, while NMJ pathology was less severe in the extensor digitorum longus (EDL) even at the middle-aged time point.

### Mice as models of human *MEGF10*-related myopathy

Modeling *MEGF10*-related myopathy is complicated by its highly variable clinical phenotype and age of onset. These range from aggressive postnatal onset caused by null mutations to *MEGF10* to adult onset with milder muscle pathology caused by certain missense mutations to *MEGF10* [1, 3]. In common among the different types of *MEGF10*-related myopathy are reduced muscle mass, variable muscle fiber size, and disruptions to muscle fiber architecture [1–3, 26]. Young adult and middle-aged *Megf10* KO mice have lower muscle mass but do not present with altered fiber size or other muscle structure abnormalities such as minicores. However, it should be noted that our data suggest that *Megf10* KO mice may eventually experience muscle atrophy. We found that adult *Megf10* KO mice have stagnant growth in muscle fiber size and transcriptomic evidence of depleted satellite cells, altered myogenesis, and declined muscle health. These findings support using *Megf10* KO mice to discover and test therapeutics to treat humans suffering with *MEGF10*-related myopathy.

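Notch signaling keeps satellite cells quiescent and also acts in vessels. Of 17 Notch pathway genes, none passed by itself with limma over all genes or adjusted over the list alone, and 12 had a log2 fold change below 0. In the authors' deposited table, from DESeq2, Dll4 passed (log2 fold change -0.60, adjusted p = 0.0129), and Nrarp and Notch1 did not (0.0715 and 0.215). The list had an adjusted p of 0.0289 from camera in the lower direction (adjusted p = 0.324 with an estimated correlation), and it did not pass without KO replicate 1 (0.0832) or WT replicate 1 (0.0659), without KO replicates 2 and 3 together (0.0769) or with fry (0.0879). Proliferation genes mark dividing cells of any type. Of 12 such genes, none passed by itself with limma over all genes or adjusted over the list alone, and 11 had a log2 fold change above 0. Their median log2 fold change was 0.78 (adjusted p = 0.00421 from camera and 0.192 with an estimated correlation). In the authors' deposited table, from DESeq2, Mki67 passed (log2 fold change 0.95, adjusted p = 0.0482), and Birc5, Ccnb2 and Aurkb did not (0.101 to 0.138).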

## Conclusions

Our work uncovers additional effects of *Megf10* deletion on skeletal muscles. This study shows that fewer muscle fibers are formed in *Megf10* KO mice, likely due to impaired myogenesis. It also provides strong evidence that the NMJ may be a site of pathology in *MEGF10*-related myopathy during the postnatal phase of life possibly due to aberrant changes in the motor axon terminal and in PSCs. Additionally, we uncovered genes and molecular pathways dysregulated in *Megf10* KO mice that could be targeted to treat the disease or at a minimum to test the efficacy of therapeutic interventions using mice lacking *Megf10*. Overall, this study provides cellular and molecular clues to develop treatments for *Megf10*-related myopathy.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The data that support the RNA-seq findings of this study are available in NCBI GEO athttps://www.ncbi.nlm.nih.gov/geo, reference number GSE256199 [47]. All other supporting data are available from the corresponding author on reasonable request.

## Abbreviations

EDL: Extensor digitorum longus
FACS: Fluorescence activated cell sorting
fBTX: Fluorophore–conjugated alpha bungarotoxin
fWGA: Fluorophore–conjugated wheat germ agglutinin
nAChR: Nicotinic acetylcholine receptor
NMJ: Neuromuscular junction
PSC: Perisynaptic Schwann cell
SC: Schwann cell
TA: Tibialis anterior
VAChT: Vesicular acetylcholine transporter

# Supplementary material for: Cellular and molecular alterations to muscles and neuromuscular synapses in a mouse model of MEGF10-related myopathy
**Source:** Skelet Muscle. 2024 May 17;14:10. doi: 10.1186/s13395-024-00342-6
**Supplement:** Supplementary file 1 — Supplementary Material 1

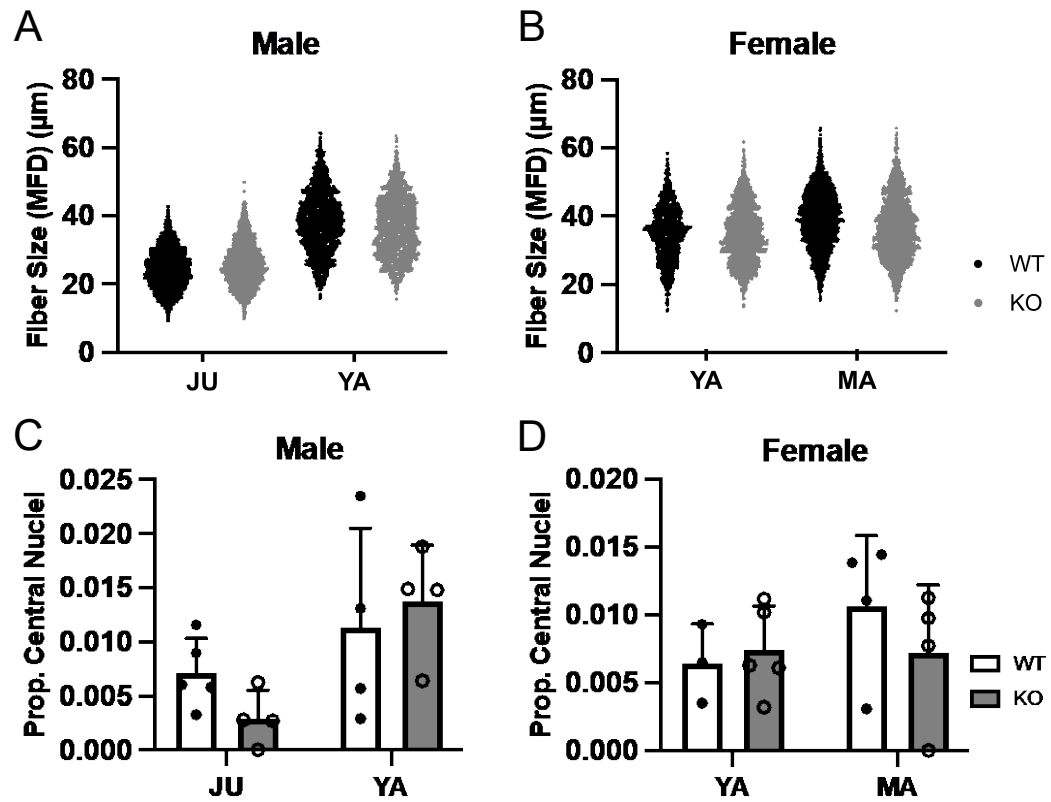

SUPPLEMENTAL FIGURE 1. Muscle fibers are not atrophying from juvenile through middle-age in *Megf10* KO mice. Tibialis anterior (TA) cross sections were examined for distribution of fiber sizes (minimum Feret diameter (MFD)) in (A) male juvenile and young adult WT and *Megf10* KO mice and (B) female young adult and middle-aged WT and *Megf10* KO mice. TA cross sections were also examined for the prevalence of centralized nuclei in muscle fibers in (C) male juvenile and young adult WT and *Megf10* KO mice and (D) female young adult and middle-aged WT and *Megf10* KO mice. Two-way ANOVA with Tukey's multiple comparison test for statistical analysis. Values represented as mean + SD. JU (juvenile, 1 mo), YA (young adult, 3 mo), MA (middle-aged, 12-14 mo).

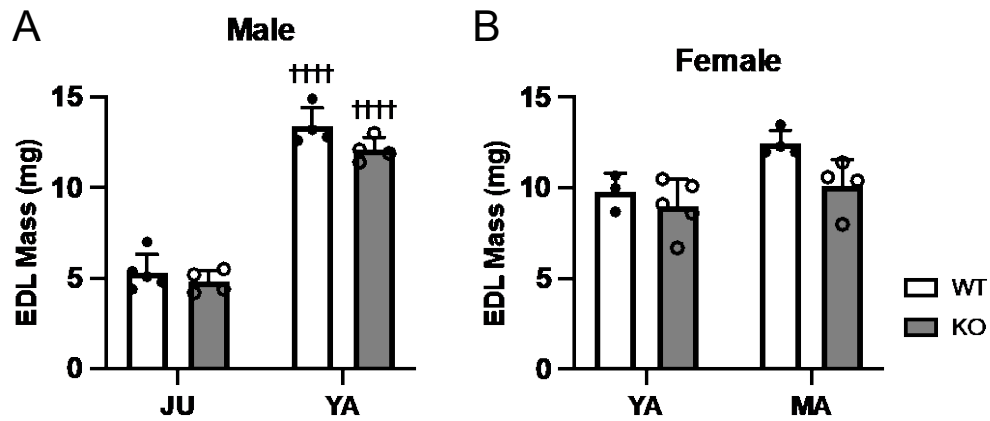

SUPPLEMENTAL FIGURE 2. EDL muscle mass is not affected in *Megf10* KO mice. Whole extensor digitorum longus (EDL) muscles were weighed from (A) male juvenile and young adult WT and *Megf10* KO mice and (B) female young adult and middle-aged WT and *Megf10* KO mice. Two-way ANOVA with Tukey's multiple comparison test for statistical analysis. Values represented as mean + SD. $^{+++}p < 0.0001$ versus juvenile. JU (juvenile, 1 mo), YA (young adult, 3 mo), MA (middle-aged, 12-14 mo).

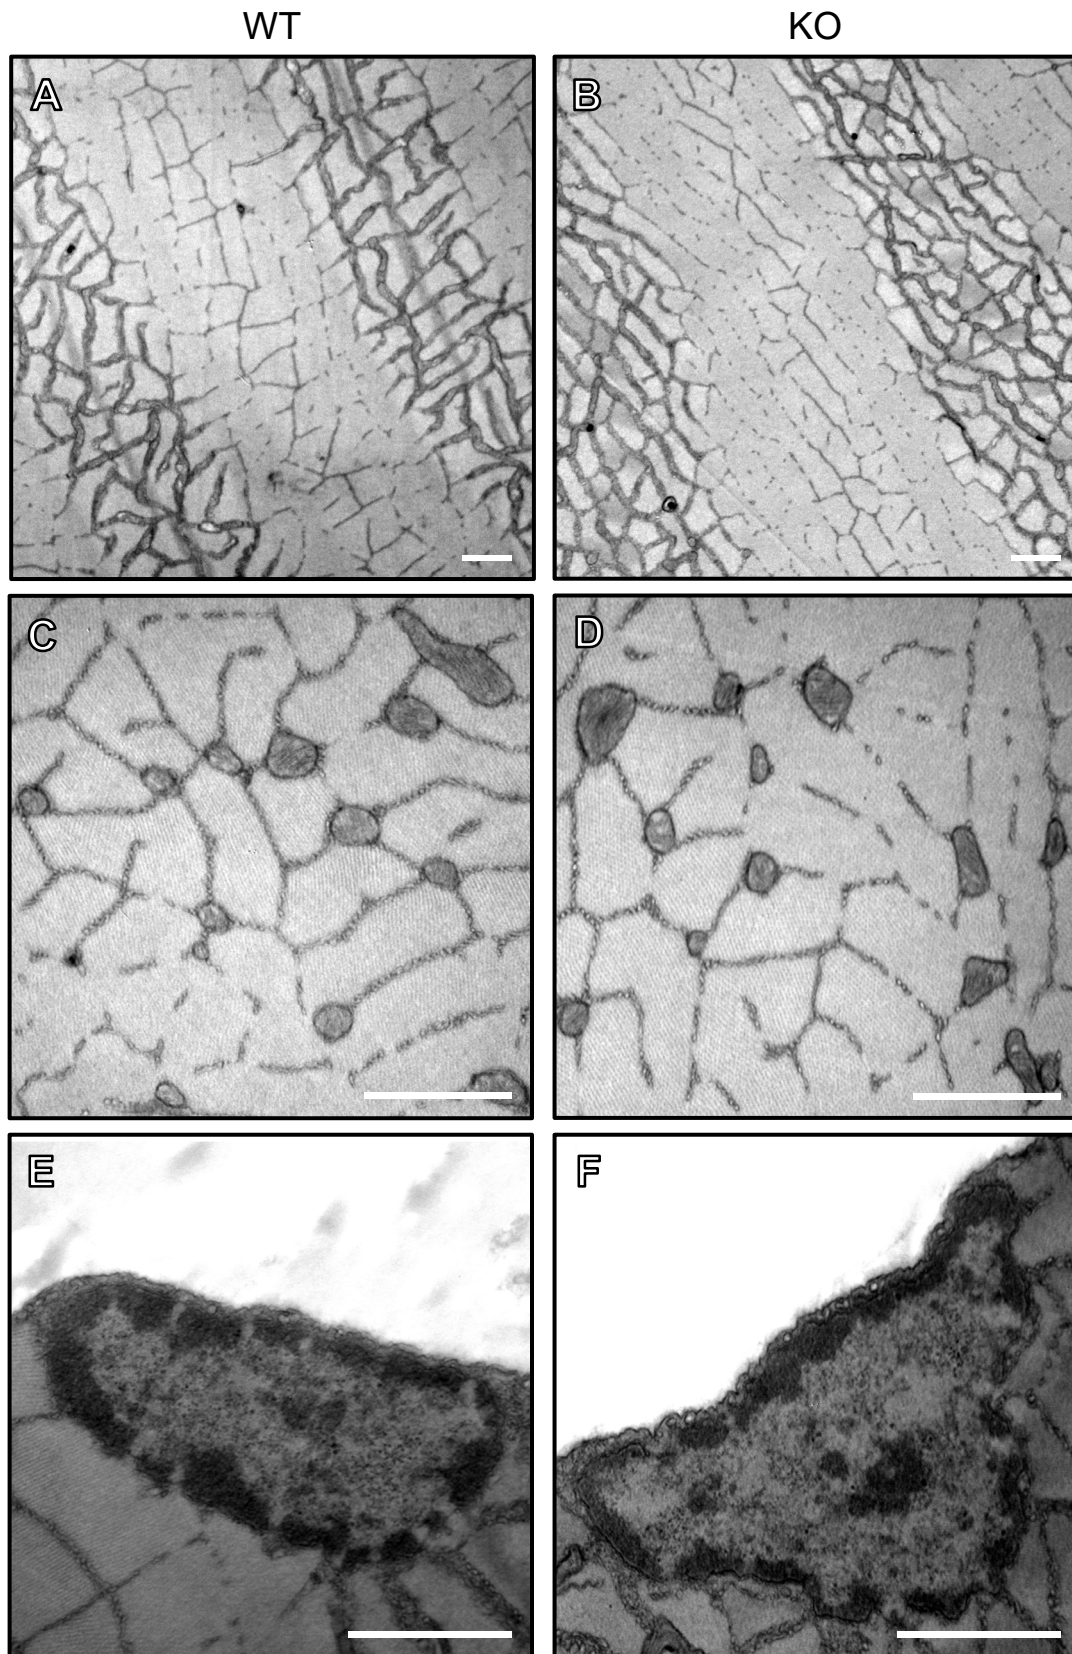

SUPPLEMENTAL FIGURE 3. Ultrastructure of muscle is unaffected by *Megf10* KO.

Representative transmission electron micrographs of cross sections from young adult (6 mo) female WT and *Megf10* KO extensor digitorum longus (EDL) muscles which are (A,B) zoomed out views of muscle fibers, (C,D) zoomed in views of muscle fibers, and (E,F) zoomed in views of myonuclei. Scale bars are 1 μ m.

A

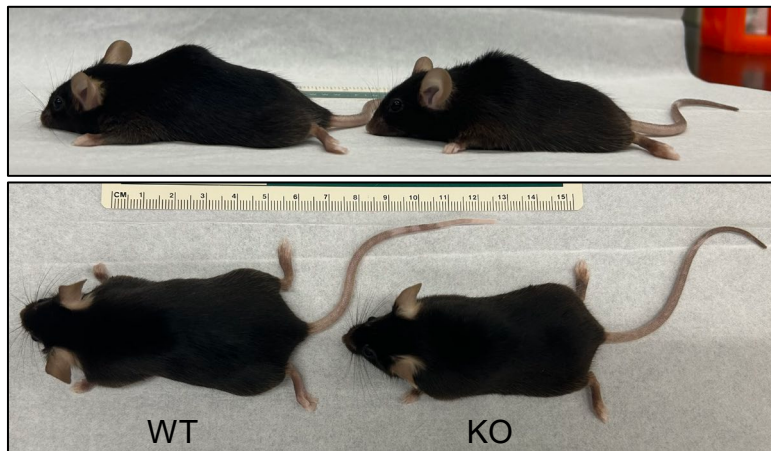

B

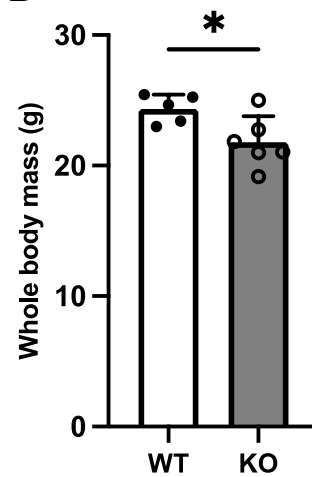

SUPPLEMENTAL FIGURE 4. Body mass is decreased in *Megf10* KO mice. (A)

Representative images of middle-aged female WT and *Megf10* KO mice. The top panel (side view) shows that WT and *Megf10* KO mice have a similar degree of kyphosis, while the bottom panel (aerial view) shows that *Megf10* KO mice may be shorter in length. (B) Whole body mass in female middle-aged (10-14 mo) WT and *Megf10* KO mice. Unpaired 2-sided Student's t-test for statistical analysis. Values represented as mean + SD. * $p < 0.05$ versus WT.

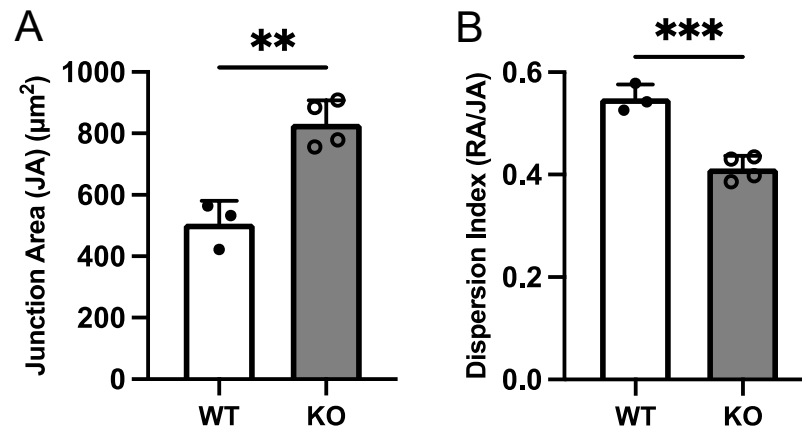

SUPPLEMENTAL FIGURE 5. NMJ junctional area and dispersion index are altered in *Megf10* KO mice. The fBTX staining in young adult (3 mo) male WT and *Megf10* KO diaphragms was analyzed for (A) junctional area (area of a perimeter around the nAChRs) and (B) dispersion index (receptor area / junctional area). Unpaired 2-sided Student's t-test for statistical analysis. Values represented as mean + SD. ** $p < 0.01$, *** $p < 0.001$ versus WT.

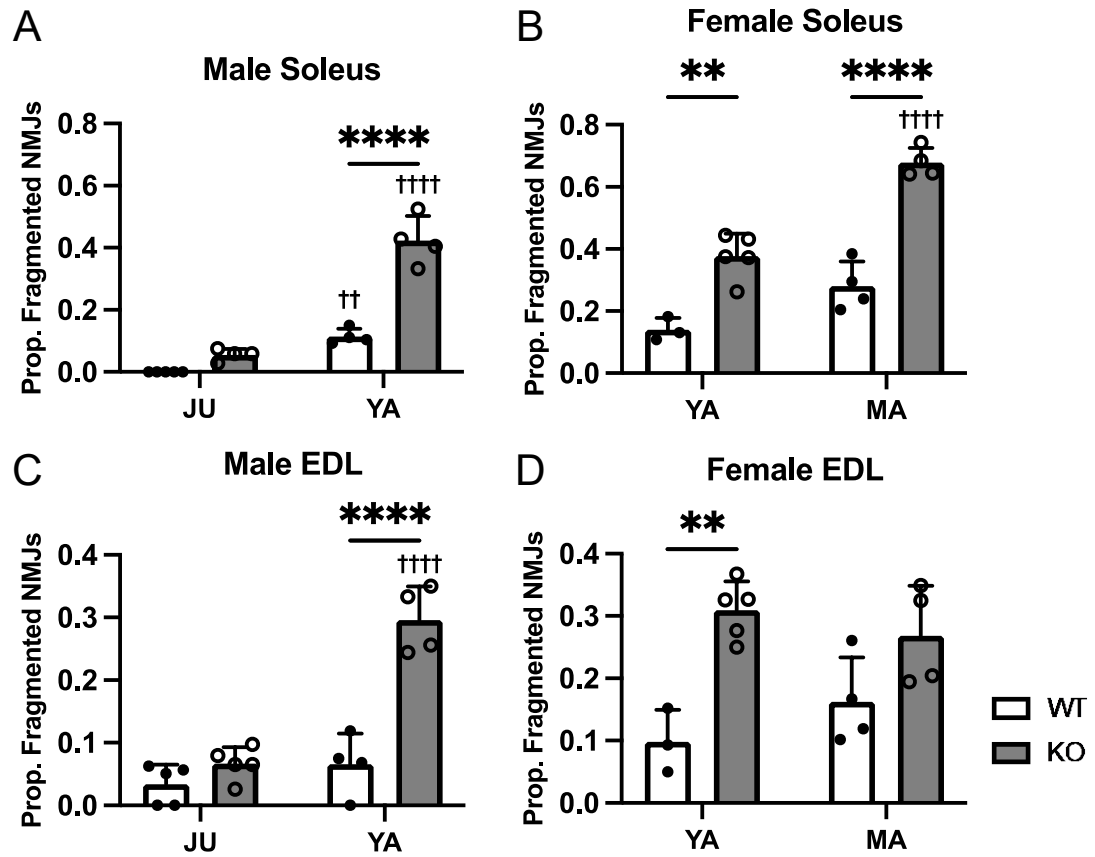

SUPPLEMENTAL FIGURE 6. NMJ postsynaptic fragmentation in the soleus and EDL of *Megf10* KO mice. The postsynaptic stain for the NMJ was analyzed for the proportion of NMJs with postsynaptic fragmentation (>4 distinct nAChR islands) in the (A-B) soleus and (C-D) extensor digitorum longus (EDL) muscles. Two-way ANOVA with Tukey's multiple comparison test for statistical analysis. Values represented as mean + SD. **p < 0.01, ****p < 0.0001 versus WT. ††p < 0.01, †††p < 0.0001 versus (A,C) juvenile or (B,D) young adult. JU (juvenile, 1 mo), YA (young adult, 3 mo), MA (middle-aged, 12-14 mo).

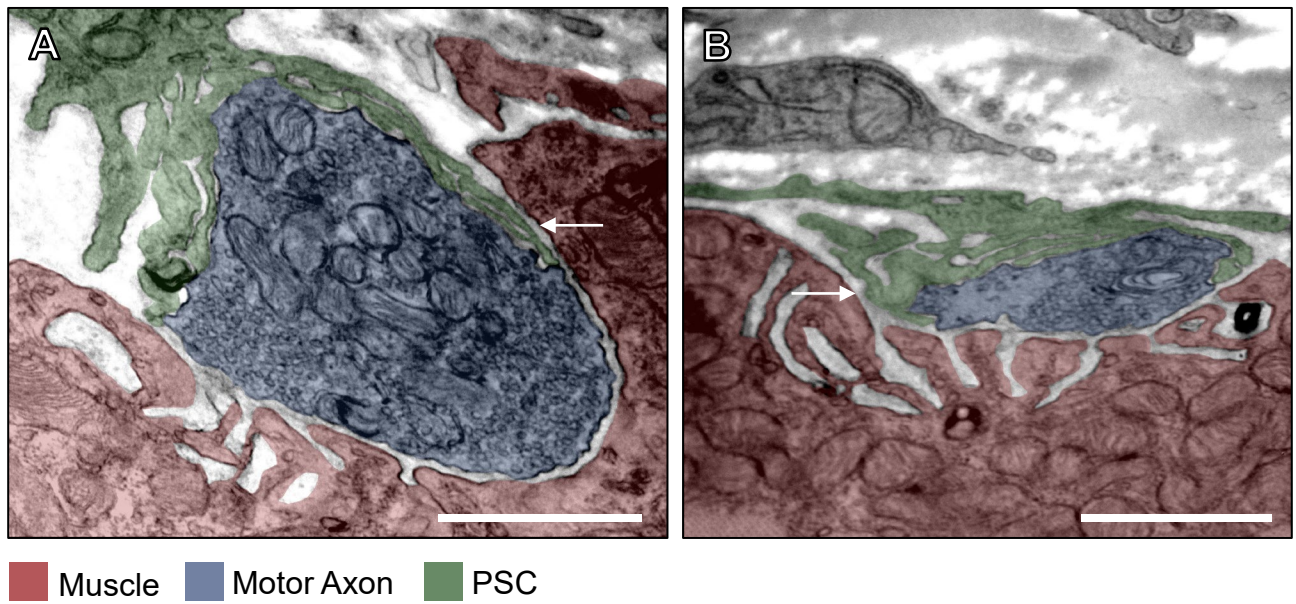

SUPPLEMENTAL FIGURE 7. PSC processes extend far into the synaptic cleft in *Megf10* KO mice. (A,B) Transmission electron micrographs of NMJs in cross sections from young adult (6 mo) female *Megf10* KO extensor digitorum longus (EDL) muscles show PSC processes extending deep into the synaptic cleft (arrows).

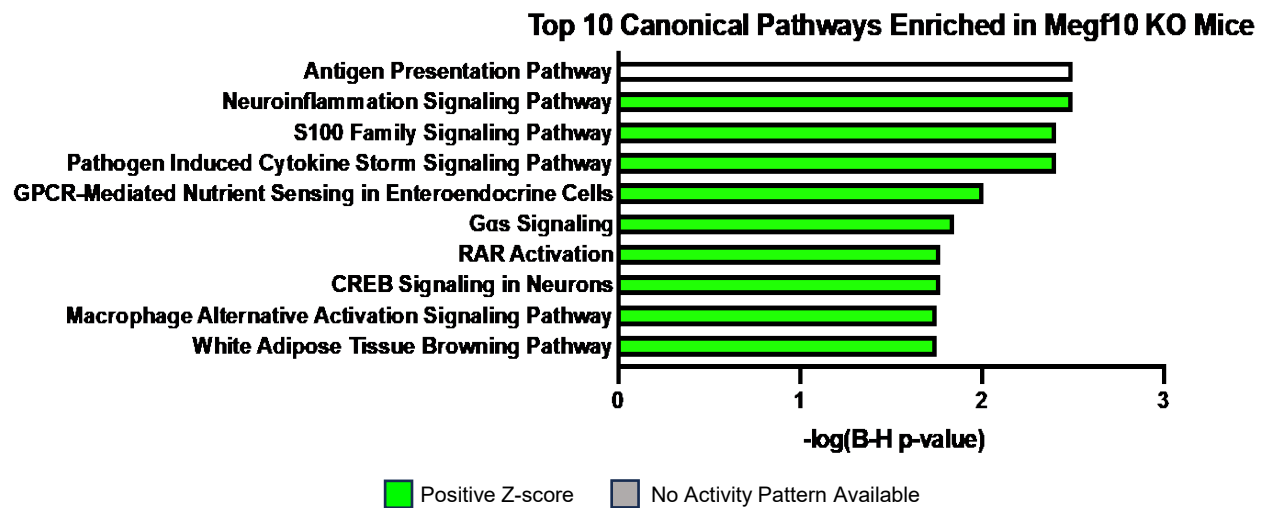

SUPPLEMENTAL FIGURE 8. Ingenuity Pathway Analysis of RNA-seq data. Ingenuity Pathway Analysis (IPA) was used to identify the top altered pathways in *Megf10* KO muscle using RNA-seq data collected from whole soleus muscles isolated from young adult (7 mo) female WT and *Megf10* KO mice (n = 4).

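Ingenuity Pathway Analysis compares changed genes with pathways curated from the literature and ranks them by how far the overlap exceeds chance and by whether members move as in an active pathway. It rests on a licensed knowledge base and was not rerun. Neuroinflammation pathways hold genes of microglia and macrophages, MHC molecules and cytokines, which muscle also expresses through its immune cells. Of 14 genes of MHC class I antigen presentation, 3 rose in Megf10 KO soleus and none fell (3 rose and 1 fell when adjusted over the list alone). B2m, the shared light chain, rose by 0.33 on the log2 scale (adjusted p = 0.0144 from limma with Benjamini-Hochberg adjustment). H2-D1, a heavy chain, rose by 0.42 (adjusted p = 0.0352 from limma) and Nlrc5, which activates these genes, by 0.95 (adjusted p = 0.0314). H2-D1 did not pass without KO replicate 1, 3 or 4 or WT replicate 2, 3 or 4 (adjusted p up to 0.0876 from limma), nor Nlrc5 without KO replicate 1, 2 or 4 or WT replicate 1, 2 or 4 (up to 0.0805) or with the replicate number as a block (0.0738). The class I list had an adjusted p of 0.0980 from camera (adjusted p = 0.324 with an estimated correlation), and it passed without KO replicate 3 (0.0384), without KO replicates 2 and 3 together (0.0132), with depth as a covariate (0.0383) and with fry (0.0396). By themselves, B2m, H2-D1 and Nlrc5 did not pass without KO replicates 2 and 3 together (adjusted p = 0.0780 to 0.101 from limma) or with depth as a covariate (0.304 to 0.435).

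None of 16 interferon-stimulated genes, 8 T and B cell markers and 5 neutrophil markers passed over all genes or adjusted over the list alone. Camera gave these lists an adjusted p of 0.0619, 0.893 and 0.893 (adjusted p = 0.678, 0.931 and 0.931 with an estimated correlation). The interferon list passed without KO replicate 1 (0.0183), KO replicate 3 (0.0112), WT replicate 3 (0.0296) or WT replicate 4 (0.0198). It also passed without KO replicates 2 and 3 together (0.00796) and with the replicate number as a block (0.0264). Its difference rests on 1 library of each genotype. The mean log2 deviation from the average over all libraries was 0.946 in KO replicate 4 and -0.958 in WT replicate 1. In the other KO libraries it was -0.164 to 0.210 and in the other WT libraries -0.135 to 0.137.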

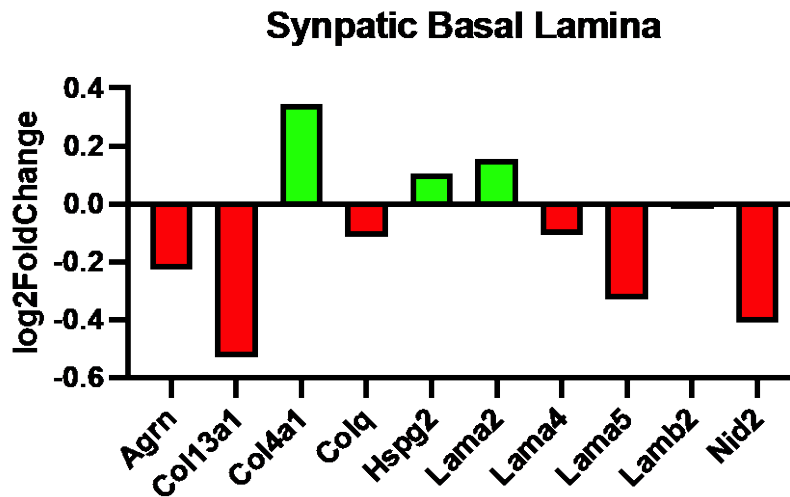

SUPPLEMENTAL FIGURE 9. Expression of genes related to the synaptic basal lamina are unchanged in *Megf10* KO muscle. Bulk RNA-seq performed on whole soleus muscles isolated from young adult (7 mo) female WT and *Megf10* KO mice (n = 4) examined the expression of components of the synaptic basal lamina which have been shown to be enriched in the NMJ synaptic cleft and/or play an important role in junctional fold formation. Fold changes are displayed as relative expression in *Megf10* KO muscle compared to WT muscle.

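The synaptic basal lamina is the matrix layer between nerve terminal and fiber, built of laminins, collagens, nidogens and proteoglycans. Most of these also occur in the basal lamina around the rest of the fiber, so whole muscle RNA does not separate the synaptic share. The laminin chain genes Lama2, Lama4 and Lama5 had log2 fold changes of 0.16, -0.086 and -0.38 in Megf10 KO soleus (adjusted p = 0.212, 0.819 and 0.251 from limma with Benjamini-Hochberg adjustment). The sign for Lama4 turned without WT replicate 1 (0.074). Nid2, a nidogen enriched at junctions, had 230.0 ± 52.3 normalized counts (SD, n = 4) in KO and 306 ± 107 in WT (adjusted p = 0.441 from limma). Col13a1, a transmembrane collagen of the junction, had 39.3 ± 9.31 and 56.1 ± 17.1 (adjusted p = 0.312 from limma). Hspg2, the proteoglycan perlecan, and the collagen IV gene Col4a1 had log2 fold changes of 0.11 and 0.34 (adjusted p = 0.454 and 0.260 from limma), and Col4a1 passed with the replicate number as a block.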

How the deposited data were processed for this re-analysis (not part of the article)

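RNA was measured in the soleus of 4 Megf10 KO and 4 WT female mice 7 months old, with 1 library per mouse. The authors trimmed reads with Trimmomatic 0.36, checked them with FastQC 0.11.5 and MultiQC 1.0, and quantified transcripts with Salmon 0.11.3. They summed transcripts to genes with tximport, left out counts of 5 or less, and normalized and tested the genes with DESeq2 in R 4.1.2, on build GRCm39. The signal values per library were deposited by the authors as gene counts normalized by DESeq2, with a factor for each gene and library. In the authors' deposited table, the signal per gene is the mean of these normalized counts over the 8 libraries, and the library means computed here differ from it by at most 6.8e-15 of the value. The log2 values in the authors' deposited table are fold changes of KO over WT from DESeq2. The score in the authors' deposited table is the Wald statistic. The p-value columns in the authors' deposited table are from the Wald test, before and after Benjamini-Hochberg adjustment, and 15427 genes have an adjusted value.

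The design written before the data were examined named a test for counts. Since the values are normalized and not counts, limma 3.58.1 in R 4.3.3 was used instead, on log2(normalized count + 1), with a prior variance that follows expression (prior degrees of freedom 4.59), genotype as the sole term and Benjamini-Hochberg adjustment. Genes with a summed value above 5 were tested, which left out none of 16382 named genes. A line without a gene name, with 0.0112 to 0.0150% of each library, was left out. Depth and plots were made with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. Depth was recovered from the spacing of values up to 60, and the share of values that are whole reads was too low for a count test. Mitochondrial genes took 15.6 to 17.3% of each library.

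Genes were named by a rule set before the data were examined: those the paper names in its RNA-seq text, in Fig. 7 or in Fig. S9, whose values in the paper were seen before, the 12 highest and 12 lowest log2 fold changes among called genes with no overlap between the genotypes and a mean of at least 1 CPM, the 10 smallest p-values, up to 4 genes of smallest adjusted p per list, and genes that differ between substrains of C57BL/6. Myh4, Myh7, Pvalb and Mybpc2 were chosen after their values were seen. Lists of genes (38, of which 37 had the 5 or more tested members needed) were also fixed before the data were examined. The paper's values had been seen by then, so tests of lists that hold its named genes are not independent of its results. All lists were tested with camera at a preset inter-gene correlation of 0.01, and with the correlation estimated from the data. Megf10 itself is in no list. The marker lists stand for cell types of bulk tissue, so no cell is named from them.

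The statistics were tested on simulated data with the means and spread of these libraries. Of 66 genes changed by 2 on the log2 scale, 90.9% were called, and 3 unchanged genes were among 138 calls. In 10 runs with no changed gene at most 1 gene and 1 list were called. The simulated values were drawn independently for each gene, so these runs cannot show how often lists of correlated genes are called by chance. In the libraries the estimated correlation was 0.604 for oxidative phosphorylation, 0.607 for MHC class II and 0.405 for collagen genes. Alternatives were other scalings, filters, a robust fit, each library left out in turn, the replicate number as a block, a stricter threshold, an estimated correlation and fry for the lists, and windows of 5 and 20 Mb around Megf10. Chosen after the values were seen were pseudocounts of 0.5 and 5, a mean of at least 10, a prior variance without trend, the authors' deposited p-values adjusted over the genes tested here, KO replicates 2 and 3 left out together, and depth as a covariate. DESeq2, limma-voom and filterByExpr need counts and were not run, and no filter equals the filter used. Positions came from GENCODE M21, on another build than the authors', with 15708 of 16382 names found, and served only to find genes near Megf10. Reads and pathway analysis were not analysed here.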

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

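Chance places a library far from the other 3 of its group in about 1 in 20 groups, and 13 of 324 groups held such a library. In KO replicate 4 these were Chrnb1 at 1048 normalized counts, Ache at 704, Arhgef19 at 118 (the others 214 to 223) and B2m at 3615 (the others 3157 to 3212). In the same library the mean log2 deviation from the average over all libraries was 0.0294 for slow fiber genes (the others 0.0697 to 0.0745) and 0.723 for T and B cell markers (the others -0.327 to -0.172). The others in KO were Myf6 in replicate 3 (3823) and Frzb in replicate 2 (122). Among WT libraries they were Atp1b4 in replicate 1 (489 against 710.0 to 750.4), Plin1 in replicate 2 (434 against 181 to 202) and Myh4 in replicate 4 (3625 against 746 to 911). The mean log2 deviation of synaptic basal lamina genes in WT replicate 3 was -0.190 (the others 0.0583 to 0.0921). KO replicate 1 had 37.8 M reads, against 26.0 to 26.4 M in the other KO libraries.

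Camera called 12 lists of genes for which the paper's text gives no RNA-seq result as a group, though its background names fibrosis and Notch signaling. Higher in Megf10 KO were fibrosis and collagen genes (adjusted p = 4.0e-13), white adipocyte markers (1.2e-05), fibro-adipogenic progenitor markers (0.000640), proliferation genes (0.00421), and tenocyte markers and mechanical stress genes (0.00612 each). Lower were oxidative phosphorylation (2.1e-13), fatty acid oxidation (3.8e-08), endothelial markers (0.000447), glycolysis (0.00838), smooth muscle and pericyte markers (0.0157) and Notch pathway genes (0.0289). With an estimated correlation none of the 37 lists passed, and their adjusted p was 0.192 or higher.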

How the results depend on the processing

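Several alternatives were chosen after the values were seen: pseudocounts of 0.5 and 5, a mean count of at least 10, no trend, the authors' deposited p-values, KO replicates 2 and 3 left out together, and depth as a covariate. Of 16382 genes, 1466 were called (845 higher, 621 lower, 354 with a 2-fold change, 1456 shared with the authors' deposited table). Library size alone gave 1279 higher and 321 lower, with the median log2 fold change of all genes at 0.070 instead of -0.0072, and leaving the 10 most abundant genes out of library sizes gave 1244 and 333. At an adjusted p under 0.01 the counts were 440, 292, 148, 170 and 439, with 5 lists lower. No trend gave 819, 562, 257 and 778 shared, and the authors' deposited p-values gave 2394, 1324 and 1070. Without KO replicates 2 and 3 together the counts were 164, 121, 43, 76 and 163, and with depth as a covariate 58, 44, 14, 42 and 54. Each gene called over all libraries kept its sign in these 2 fits. Log2 depth has a correlation of -0.791 with genotype, and depth as a covariate raised the standard errors by a median factor of 1.68. Leaving out 1 library gave 662 to 1231 genes, 419 to 719 higher, 243 to 512 lower, 215 to 351 with a 2-fold change and 655 to 1177 shared. Of 37 lists, 11 were higher and 8 lower, none (0 and 0) with an estimated correlation, and 12 and 5 with fry. Replicate numbers do not pair the libraries (residual correlations of KO with WT of the same number -0.0291, -0.0675, -0.0363 and -0.0383), and with the number as a block 1278 genes were called. The block called Myf6, Mstn and Col4a1. It kept 83 of the 94 called genes among 120 genes followed through the alternatives, some of which are not named in the text. The calls it lost were Chrng, Chrnd, Csn1s1, Mymx, Etv5, Col4a5, Prx, Cldn19, Nlrc5, Cdh5 and Ankrd23. Library size alone lost Myl3, Scn4a, Prx, Tie1, Cdh5 and Ankrd23 (all but Tie1 also without the 10 most abundant genes in library sizes), a robust fit lost Csn1s1, and a pseudocount of 5 lost Csn1s1 and Mymx. With no trend 20 of these calls ended, among them Pax7, Ache, Chrng, Chrnd, Csn1s1, Mymk, Casq2, Myl3, Tnni1 and Etv5. The rest were Scn4a, Col4a5, B2m, Nlrc5, H2-D1, Tie1, Cdh5, Thbs4, Pygm and Ankrd23. Of the 94, 70 passed in each fit without 1 library, 33 without KO replicates 2 and 3, 19 with depth and 62 at an adjusted p under 0.01, and none turned its sign.

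Within 10 Mb of Megf10, 14.3% of 84 genes were called (Fisher's exact p = 0.124), 8.33 to 14.3% when 1 library was left out (p = 0.0360 without WT replicate 2 and 0.0273 without WT replicate 3). It was 17.9% (p = 0.0257) with library size alone, 15.5% (0.0228) with the block, 16.7% (0.0420) without the 10 most abundant genes in library sizes, 25% (0.0134) with the authors' deposited p-values and 0% with depth as a covariate. Signs turned for genes not called. With library size alone and without the 10 most abundant genes in library sizes, the log2 fold change was 0.015 and 0.012 for Colq, 0.059 and 0.056 for Lamb2, 0.054 and 0.051 for Gapdh, 0.0094 and 0.0063 for Nnt, and 0.0058 and 0.0028 for Wdfy1. Without KO replicates 2 and 3 it was 0.015 for Lama4, 0.034 for Lamb2, -0.87 for Myh4, -0.43 for Pvalb and -0.10 for Mybpc2. With depth it was -0.12 for Col4a1, -0.080 for Hspg2, -0.075 for Nlrp12 and -0.57 for Myh4. Leaving out 1 library gave -0.30 to 0.083 for Colq, -0.23 to 0.074 for Lama4, -0.064 to 0.036 for Lamb2, -0.064 to 0.013 for Gapdh and -0.18 to 0.022 for Wdfy1. DESeq2, limma-voom and filterByExpr were not run, since they need counts.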

Differences from the paper's values

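The paper gives more than 2400 differentially expressed genes, and 1466 were called here at an adjusted p under 0.05. Of the alternatives set before the data were examined, library size alone came nearest (1600), which lies at the bound of 1.5 times for 2400 and outside it for a higher number, and the other scalings, filters, thresholds and fits lay further from the paper's number. The authors' deposited p-values, adjusted over the genes tested here and chosen after the values were seen, gave 2394 and drop 1 of the 19 genes the paper gives as changed in its text or by a mark in Fig. 7B to 7E, Fgfbp1.

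In Fig. 7A, read by eye against the printed axis numbers, Tspan9 lies at about -3.0, Kcnj14 at about -1.5 and Megf10 at about -6.3, where the log2 fold changes here were 2.15, 4.64 and -3.75, and no alternative set before the data were examined brought them together. The printed numbers do not sit at the tick marks. Read by eye against the dashed lines of Fig. 7A, taken as -1 and 1, the same points lie at about 2.1, about 4.8 and about -3.7, which match the values here.

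Of the 19 genes limma called 13 here. The paper marks Myog, Myf6, Mstn, Igf1 and Chrnb1 as changed, and they did not pass here (adjusted p = 0.0666, 0.0934, 0.0796, 0.0737 and 0.0787 from limma). These 5 passed with the authors' deposited p-values, chosen after the values were seen. Myog also passed with library size alone and without KO replicate 2 or 4, and Myf6 with library size alone, with the replicate block and with the 10 most abundant genes left out of library sizes. Mstn passed without WT replicate 3 and with the replicate block, Igf1 without KO replicate 2, and Chrnb1 with library size alone, without KO replicate 4 and with the 10 most abundant genes left out of library sizes. The paper's text gives Fgfbp1 as reduced by RNA-seq and by qPCR, with no mark of significance in Fig. 7E. It did not pass here (log2 fold change -1.43, adjusted p = 0.186 from limma), nor in any alternative that tested it (0.0933 to 0.877), the authors' deposited p-values among them.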

Other observations

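Some genes of energy metabolism fell in Megf10 KO soleus, which the paper's text does not report. Of 18 oxidative phosphorylation genes, 14 fell and none rose (18 fell when adjusted over the list alone), among them Ndufv1, a subunit of complex I (log2 fold change -0.37, adjusted p = 0.00473 from limma), and Sdha, of complex II (-0.42, adjusted p = 0.00483). Cs, the first enzyme of the citric acid cycle, fell by 0.39 on the log2 scale (adjusted p = 0.00425 from limma). Of 14 fatty acid oxidation genes, 8 fell and none rose (11 fell when adjusted over the list alone), among them Acadvl and Hadha, enzymes of mitochondrial beta oxidation (-0.42 and -0.42), and Lpl, the lipase that frees fatty acids from blood lipids (-0.51). Of 13 glycolysis genes, 4 fell and none rose (4 fell when adjusted over the list alone). Pygm, the glycogen phosphorylase of muscle, fell by 0.28 (adjusted p = 0.0183 from limma), and did not pass without KO replicate 4 or WT replicate 4 (adjusted p up to 0.0585). With an estimated correlation, the lists had an adjusted p of 0.192, 0.269 and 0.463 from camera, and glycolysis did not pass with fry (0.0920). None of the genes named here passed without KO replicates 2 and 3 together (adjusted p = 0.0528 to 0.0951 from limma) or with depth as a covariate (0.0811 to 0.270).

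Asns, which makes asparagine, rose from 74.4 ± 5.17 normalized counts (SD, n = 4) to 158 ± 32.3 (adjusted p = 0.00750 from limma), and Phgdh and Mthfd2, of serine and folate metabolism, rose by 0.78 and 0.60 on the log2 scale. They did not pass without KO replicates 2 and 3 together (0.106, 0.0780 and 0.141) or with depth as a covariate (0.364, 0.213 and 0.408), where the log2 fold change of Asns was 0.62 in place of 1.05. These are targets of the integrated stress response, and of 12 genes listed for it 3 rose and none fell (3 rose and 1 fell when adjusted over the list alone; adjusted p = 0.6999 from camera, 0.728 with an estimated correlation and 0.0169 with fry). Of 10 unfolded protein response genes none passed with limma (1 rose when adjusted over the list alone). In the authors' deposited table, from DESeq2, Pdia4 of this list passed (log2 fold change 0.37, adjusted p = 0.0136), and Creld2, Herpud1 and Hsp90b1 did not (0.0536 to 0.156). That list had an adjusted p of 0.0980 from camera (0.614 with an estimated correlation), and 0.0473 without KO replicate 1, 0.0461 without WT replicate 3 0.0226 without WT replicate 4 and 0.0343 with the replicate number as a block. None of 11 immediate early genes, 6 muscle spindle markers and 5 blood genes passed with limma over all genes or adjusted over the lists alone (adjusted p = 0.893, 0.6999 and 0.862 from camera, and 0.931, 0.736 and 0.931 with an estimated correlation). In the authors' deposited table, from DESeq2, the immediate early gene Atf3 passed (log2 fold change 1.44, adjusted p = 0.0392), and Junb, Ier2 and Btg2 did not (0.122 to 0.212). Of 6 brown fat genes 1 fell (2 when adjusted over the list alone; adjusted p = 0.518 from camera and 0.677 with an estimated correlation). Hemoglobin genes took 0.0152% of KO replicate 2 and 0.184% of KO replicate 4, and 0.0307 to 0.0799% of WT libraries. Of 4 genes that differ between substrains of C57BL/6, Entpd4 rose from 5247 ± 100.0 to 6652 ± 139 (log2 fold change 0.34, adjusted p = 0.00337 from limma), and Nnt, Wdfy1 and Nlrp12 did not pass (0.421, 0.790 and 0.631). Entpd4 did not pass without KO replicates 2 and 3 together (0.0570) or with depth as a covariate (0.105).

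The endothelial bound below, the condition on standard errors for fat, the first log2 fold changes at the new standard errors, the fit without KO replicates 2 and 3 and the depth covariate are tests chosen after the result was seen. The first pattern is the number of genes called. Of the 35 splits of the 8 libraries into 4 and 4, 1, the genotype split, called as many as 1466 genes, and the highest other split called 3. This argues against chance but cannot exclude it. A share of 1 in 35 is the smallest that these splits can give, and each other split mixes the genotypes, which widens the spread within its groups. Genes called from KO replicates 2 to 4, which have fewer reads than WT, against 2 WT libraries went the same way in KO replicate 1, which does not, against the other 2 in a mean of 90.2% (83.7 to 94.3% over the 6 choices), which argues against depth as the whole cause. With depth as a covariate 58 genes were called, each gene called without it kept its sign, and the standard errors rose by a median factor of 1.68, so most calls ended with lost precision or a smaller change. The paper does not give the site, litter or dissection day of each library, so these stay open as untested.

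The second pattern is the 12 of 84 genes called within 10 Mb of Megf10 (14.3%, against 9.12% of 15623 elsewhere). Flanking DNA of another strain carried with the targeted allele may raise such a share. Fisher's exact p was 0.124, and 0.0971 and 0.2375 (16.1% and 11.4%) for 5 and 20 Mb. It was under 0.05 with library size alone (0.0257), with the replicate block (0.0228) and with the authors' deposited p-values (0.0134). So it was without the 10 most abundant genes in library sizes (0.0420) and without WT replicate 2 or 3 (0.0360 and 0.0273). With so few genes, flanking DNA and an effect of the allele itself cannot be told apart. Cd74 is among the 12, with 6 of them higher in KO. No biological explanation was tested for this pattern.

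The third pattern is the rise of adipocyte, macrophage and collagen genes. If a lower share of muscle fiber RNA raised the markers of all other cell types alike, the endothelial markers would rise. Their median log2 fold change was -0.37, which argues against such an even rise (list adjusted p = 0.000447 from camera, 0.192 with an estimated correlation). It cannot exclude a lower fiber share with unequal shifts between cell types, and the bound was set after the result was seen. More fat in the KO libraries may be the cause of the collagen rise: with the mean of the white adipocyte markers as a covariate, 6 of 13 collagen genes kept an unadjusted p under 0.05, 1 gene fewer than would have escaped the bound set beforehand for fat as the cause, and 0 genes passed over the genome. The median log2 fold change went from 0.91 to 0.68 and the median standard error from 0.1499 to 0.343. The genes went both ways. In the 6 that kept it the log2 fold change was higher with the covariate (Postn 2.23, SE 0.438, after 2.12, SE 0.178), and in the 7 that lost it the change was lower. For 4 of these the first log2 fold change would have kept an unadjusted p under 0.05 at the new standard error, so the smaller change ended the call (Col3a1 went from 1.12, SE 0.144, to 0.40, SE 0.249), and for the others the lower precision would have been enough. Since part of the list moved with the fat markers and part did not, and the count lies 1 gene from the bound, fat and other causes cannot be told apart. The condition that reads this as undecided, standard errors at least 2 times as high (median 2.38 times), was added after the count was seen, and by the bound set beforehand alone the count goes with fat as the cause.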
